# Molecular determinants of nephron vascular specialization in the kidney

**DOI:** 10.1038/s41467-019-12872-5

**Published:** 2019-12-13

**Authors:** David M. Barry, Elizabeth A. McMillan, Balvir Kunar, Raphael Lis, Tuo Zhang, Tyler Lu, Edward Daniel, Masataka Yokoyama, Jesus M. Gomez-Salinero, Angara Sureshbabu, Ondine Cleaver, Annarita Di Lorenzo, Mary E. Choi, Jenny Xiang, David Redmond, Sina Y. Rabbany, Thangamani Muthukumar, Shahin Rafii

**Keywords:** Angiogenesis, Transcriptomics, Kidney, Nephrons, Glomerulus

## Abstract

Although kidney parenchymal tissue can be generated in vitro, reconstructing the complex vasculature of the kidney remains a daunting task. The molecular pathways that specify and sustain functional, phenotypic and structural heterogeneity of the kidney vasculature are unknown. Here, we employ high-throughput bulk and single-cell RNA sequencing of the non-lymphatic endothelial cells (ECs) of the kidney to identify the molecular pathways that dictate vascular zonation from embryos to adulthood. We show that the kidney manifests vascular-specific signatures expressing defined transcription factors, ion channels, solute transporters, and angiocrine factors choreographing kidney functions. Notably, the ontology of the glomerulus coincides with induction of unique transcription factors, including *Tbx3, Gata5, Prdm1*, and *Pbx1*. Deletion of *Tbx3* in ECs results in glomerular hypoplasia, microaneurysms and regressed fenestrations leading to fibrosis in subsets of glomeruli. Deciphering the molecular determinants of kidney vascular signatures lays the foundation for rebuilding nephrons and uncovering the pathogenesis of kidney disorders.

## Abstract (web summary)

The kidney is vascularized with highly specialized and zonated endothelial cells that are essential for its filtration function. Here, Barry et al. provide a single-cell RNA sequencing analysis of the kidney vasculature that highlights its transcriptional heterogeneity and uncovers pathways important for its development and function.

## Introduction

Endothelial cell (EC) specialization in each organ is essential for executing tissue-specific functions^1–3^. Kidneys have a unique vasculature to regulate blood pressure (BP), maintain electrolyte homeostasis and pH, and govern red blood cell production^4–7^. Molecular pathways that determine the structural and functional properties of each blood vessel domain in the kidney, as well as the intrinsic and extrinsic cues that enable adaptation of vessels to these tasks are unknown.

Within each human kidney reside approximately one million nephrons, each consisting of a glomerulus and a system of highly distinct tubules. Blood enters the kidney through the renal artery, branches into the interlobular and arcuate arteries that eventually feed into the glomerular capillaries through the afferent arteriole and exit it through the efferent arterioles^8^. The glomerulus is a tuft of fenestrated capillaries, podocytes, and mesangial cells that allow low-molecular weight substances including ions, water, glucose, and nitrogenous waste to pass from the blood into the Bowman’s space. The ultrafiltrate of plasma is then transported to multiple segments of the nephron in series including the proximal convoluted tubule, the loop of Henle, the distal convoluted tubule, and the collecting duct. The descending vasa recta (DVR) and ascending vasa recta (AVR) blood vessels run parallel with the loop of Henle. The vasa recta slow the rate of blood flow to maintain an osmotic gradient required for water reabsorption. To execute these complex functions, the kidney vasculature has acquired adaptive structural and functional specialization often referred to as vascular zonation^9^. The intrinsic and extrinsic cues that enable adaptation of the kidney vessels to these tasks are not defined.

The heterogeneity of the kidney vasculature is a major hurdle for the generation of kidney organoids in vitro. Kidney organoids provide avenues for studies of kidney development, disease, and regeneration. Although organoids of the kidney have provided significant insights into kidney physiology and disease, they are mainly limited to the study of developmental processes. Kidney organoids are largely avascular, preventing further maturation and the majority of filtration processes that occur in the kidney. In vivo, the regression of vascular development greatly hinders the organogenesis of the kidney^10^. Similarly, kidney organoid protocols are hampered from building complete, mature, and functional nephrogenic structures in the absence of proper vascularization of the nephron. Current efforts to vascularize organoids have utilized methods such as microfluidic chips^11^ or implanting human kidney organoids into the mouse kidney as capsules^12^. Although several studies have recently mapped morphological mechanisms of vascular development in the kidney^13,14^, the molecular basis for many of these processes is still largely unknown.

Here, we use bulk and single-cell RNA sequencing (RNA-seq) of the kidney vasculature over a broad range of developmental and adult stages of organogenesis to allow the discovery of distinct transcriptomic signatures associated with different kidney vascular beds. This approach unravels the progression of molecular pathways that specify kidney vascular heterogeneity. We identify several genes—including transcription factors and their putative targets that define the ultrastructural, phenotypic, operational, and functional identity of the glomerular capillaries (GC) and the surrounding vascular network. We additionally perform vascular-specific loss of function experiments on the transcription factor *Tbx3*, a gene that is expressed robustly in glomerular ECs. *Tbx3* regulates a transcriptional network that defines glomerular EC specification and function. In this study, our data uncovers how the transcriptional ontology of the vasculature regulates nutrients and waste in the kidney to sustain chemical and vasomodulatory homeostasis.

## Results

### Molecular profiling of kidney ECs

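The bulk RNA-seq values analysed here are those of adult lung endothelial cells (ECs), the lung arm of the adult comparison between organs. The lungs of male C57BL/6J mice aged 6 to 8 weeks gave 3 libraries, called S38, S44 and S52 after the authors' sample names. The kidney, heart and liver libraries and the embryonic and postnatal stages were not analysed here, so no difference between organs or stages was tested. Poly-A selected RNA was sequenced as paired reads of 51 bp without strand information. The authors deposited FPKM values (fragments scaled to the length of the gene and to the size of the library) for 24346 gene symbols on the mm10 genome, and these were used as deposited. The paper aligns reads with STAR, counts them with HTSeq and normalizes the counts in R, and its text does not name the tool that made the FPKM values. Library size is not part of the table, so depth was estimated from the low values, by a method chosen after the values were seen. Among 7077 genes with a single annotated transcript of 800 to 4000 bp, low FPKM values multiplied by length fell on multiples of a step, the value of 1 fragment. In S38, 77.9% of 394 low values lay within 0.15 of a whole number of fragments. The shares were 76.6% of 512 values in S44 and 74.4% of 246 values in S52. With a step fixed in advance, 30% would do so by chance. The step used here was searched to fit these values, so the 30% is not a chance value for it. The step corresponds to an estimated 37800000 fragments in S38, 39000000 in S44 and 34300000 in S52. At these depths 1 FPKM of a gene of 2000 bp stands for 69.9, 71.7 and 62.8 fragments, and a count of 0 allows up to 0.0429, 0.0419 and 0.0477 FPKM (3 fragments), counting error only. A gene was called detected at a mean of at least 1 FPKM, which 11770 genes reached, and 6269 genes reached 10 FPKM, the threshold that moved this number most. In every library 13842 genes were above 0, and 7183 were listed at 0 in all 3. A value of 0 can be a failed estimate, so a gene with this value is described as listed at 0. Across all genes the Pearson correlation of log2(FPKM + 1) was 0.963 between S38 and S44, 0.944 between S38 and S52 and 0.946 between S44 and S52. They include genes listed at 0, and with a minimum mean of 0.1 FPKM they were 0.937, 0.907 and 0.911. These are correlations across genes, which are not independent replicates. Of the detected genes, 2363 (20.1%) had a highest library over 2-fold above the lowest. Without S52 this number was 600, and without S38 it was 1572.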

To decipher the heterogeneity of the kidney vasculature, we  performed comparative transcriptomic analysis of the vasculature of the kidney to that of lungs, liver, and heart at different stages of murine development (Fig. 1a). Each organ was dissected from embryonic stages (E) E13, E14, E15, E16, and E17, postnatal stage (P) P4, and adult mice and dissociated into single cells. We isolated the EC fraction by fluorescence-activated cell sorting (FACS) using fluorescently-conjugated CD31 antibody (Supplementary Fig. 1a, b; Supplementary Data 1).

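The sorted adult lung fraction was described by the antibody targets and by fixed lists of lineage genes. *Pecam1*, which encodes CD31, was at 1168 ± 45.5 FPKM (SD, n = 3 libraries) and *Cdh5*, which encodes VE-cadherin, at 921 ± 51.5 FPKM (SD, n = 3). Transcripts of the antigens used to exclude cells were far lower. *Pdpn*, the podoplanin gene, was at 2.44 ± 0.629 FPKM (SD, n = 3), and *Ptprc*, the CD45 gene, was at 4.30 FPKM in S38, 2.06 FPKM in S44 and 0.434 FPKM in S52. The median over 10 endothelial genes, *Pecam1* and *Cdh5* among them, was 368 FPKM. Rescaling each library to a sum of 1000000 moved this median most, to 267. The median over 5 lung capillary genes (*Car4*, *Ednrb*, *Gpihbp1*, *Aplnr* and *Plvap*) was 737 FPKM. These genes did not move alike. *Car4* and *Ednrb* were lowest in S52, and *Gpihbp1*, *Aplnr* and *Plvap* were highest there. Genes of other lung cells were detected as well, and several differed between libraries by more than the endothelial genes did. The median of 5 alveolar type 2 genes was 182 FPKM in S38, 121 FPKM in S44 and 33.7 FPKM in S52, and *Sftpc*, the highest of them, was at 3333, 2862 and 658 FPKM. The median of 5 airway genes was 49.4, 46.3 and 12.0 FPKM in the same order. Platelet genes gave medians of 244, 216 and 9.11 FPKM. Mural genes, at 11.5, 4.80 and 10.5 FPKM, and fibroblast genes, at 9.51, 7.56 and 8.71 FPKM, did not follow that order. For comparison, the endothelial median was 378, 393 and 379 FPKM. The median of 8 nephron epithelial genes was 0.054 FPKM in S38 and 0 in S44 and S52, and none of them reached 1 FPKM in any library.

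**Figure D1:**
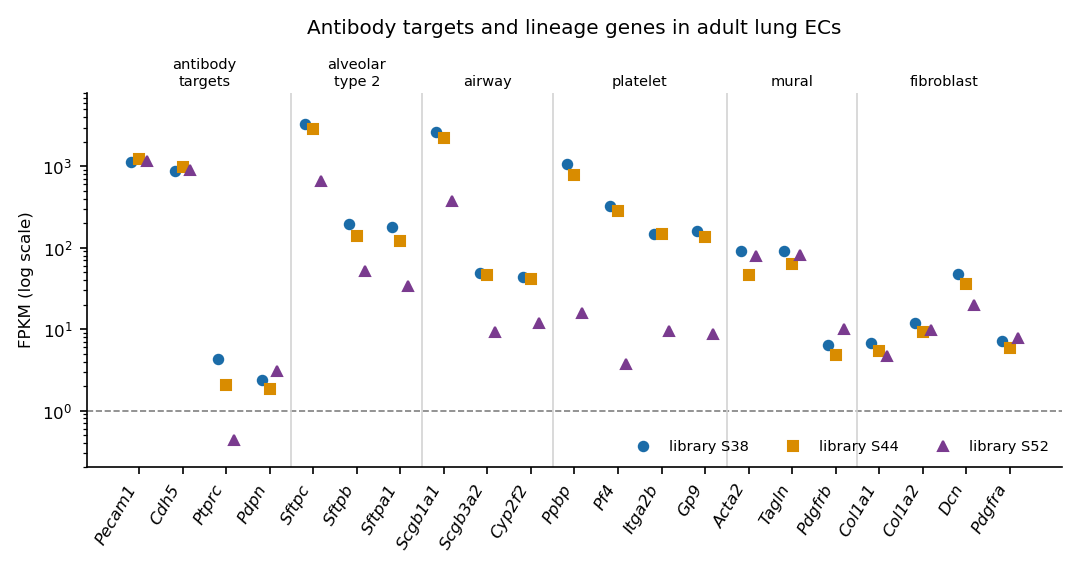
FPKM values (log scale) of antibody targets and lineage genes in adult lung ECs, with 1 point for each of the libraries S38, S44 and S52 and a dashed line at 1 FPKM. *Pecam1* and *Cdh5* lie close together in all 3 libraries, while the platelet gene *Pf4* falls from 329 FPKM in S38 to 3.76 FPKM in S52.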

**Fig. 1:**
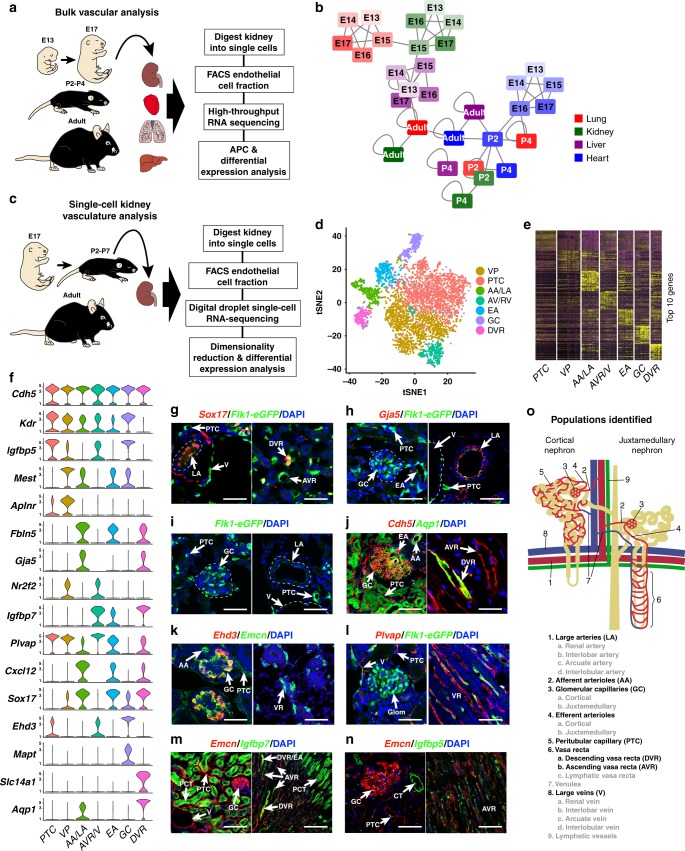
RNA sequencing analysis of kidney vascular endothelium throughout development. **a** Diagram denoting the workflow to sequence the bulk transcriptome of the vasculature throughout development. **b** Affinity propagation clustering of each stage. Edge lengths are proportional to Euclidean distances. Stages are color-coded according to the organ. **c** Diagram denoting the workflow to sequence the transcriptome of the vasculature at single-cell resolution. **d** Clustering of single-cell RNA expression according to a reduced dimensionality (t-SNE) for endothelial cells isolated from the kidneys of E17, P2, P7, and adult mice. VP, vascular progenitor; PTC, peritubular capillary; AA/LA, afferent arteriole/large arteries (pre-glomerular); AVR/V, ascending vasa recta/venous blood vessels; EA, efferent arteriole; GC, glomerular capillaries; DVR, descending vasa recta. **e** Heat map denoting genes enriched in each single-cell cluster. **f** Violin plots of normalized scRNA expression profiles of kidney endothelial cells. **g** Staining validation of *Sox17* enriched in arteries in E15 kidneys. Scale bar 50 μm. **h** Staining validation of *Gja5* in arteries except for the efferent arteriole in E15 kidneys. Scale bar 50 μm. **i** *Flk1-eGFP* reporter showing lower expression of *VEGFR2* in arteries. Images were taken at the same exposure. Scale bar 50 μm. **j** *Aqp1* staining in adult human kidney showing enrichment in afferent/pre-glomerular arterioles, and the descending vasa recta. Endothelial cells were marked with VE-cadherin (*Cdh5*) staining. Scale bar 100 μm. **k** FISH staining validation of *Ehd3* showing enrichment in glomerular capillaries in E15 embryos. VR, Vasa recta. Scale bar 50 μm. **l** Staining validation of *Plvap* in peritubular capillaries, veins, and the ascending vasa recta in E15 kidneys. VR, vasa recta. Scale bar 50 μm. **m** Staining validations of *Igfbp7* in the descending and ascending vasa recta in adult kidneys. Endothelial cells were stained with Endomucin (*Emcn*). PCT, proximal convoluted tubule. Scale bar left 100 μm, right 200 μm. **n** Staining validations of *Igfbp5* in glomerular capillaries, peritubular capillaries, and the ascending vasa recta. CT, convoluted tubule. Scale bar 100 μm. **o** Illustration of known vascular subtypes which were identified through ddSEQ. Vascular subtypes not identified are grayed in the text below.

Affinity propagation clustering (APC)^15,16^ of the transcriptomic dataset showed the adult and postnatal vascular expression patterns of each organ to be distinct from those of embryonic stages (Fig. 1b). Given the homogeneity of kidney embryonic vascular gene expression, we considered the kidney early embryonic stages (E13-E16) as a single class and sought to determine how vascular expression patterns change from embryonic to adult stages. In embryonic stages, 657 genes were significantly upregulated and were enriched for growth-related pathways (Supplementary Fig. 1c; Supplementary Data 2). APC analyses showed adult stages to cluster separately and away from each other and from embryonic stages from their respective organs. 

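The genes that the paper's Supplementary Data 2 lists for the adult kidney were looked up in the adult lung ECs, which were among the organs of that comparison, so a low level in lung is part of how the list was chosen. The sheet holds 532 genes, and 327 of them pass the paper's thresholds of a p-value below 0.001 and a log2 fold change above 1. The lowest log2 fold change in the sheet is 2.00, so only the p-value removed genes. Genes with a log2 fold change between 1 and 2.00 are absent from the sheet and from the shares below. Of the 327 genes, 325 have a row in the deposited FPKM table, 7 of them under a synonym. The mean in lung ECs was below 1 FPKM for 268 of the 325 genes, or 82.5% ± 3.08 (SD of the share over the 3 libraries). The share was 80.0% in S38, 82.8% in S44 and 86.2% in S52. Among all genes of the table, 51.7% were below 1 FPKM. Lowering the threshold to 0.1 FPKM moved the share most, to 47.1%, and 59 genes were listed at 0 in all 3 libraries. The median over the 325 genes was 0.123 FPKM. At the other end, 57 genes were at 1 FPKM or above and 8 at 10 FPKM or above. The highest was *Plat*, the tissue plasminogen activator gene, at 86.6 ± 4.80 FPKM (SD, n = 3), followed by *Prdx5* at 66.7 ± 16.9, *Plscr2* at 41.1 ± 7.56, *Cryab* at 33.2 ± 4.41 and *Fam117b* at 29.3 ± 2.24 FPKM (SD, n = 3 for each). The order of *Plat* and *Prdx5* held in each library, with 77.2 FPKM as the highest value of *Prdx5* and 81.1 FPKM as the lowest of *Plat*. The kidney, heart and liver values behind the list were not analysed here.

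**Figure D2:**
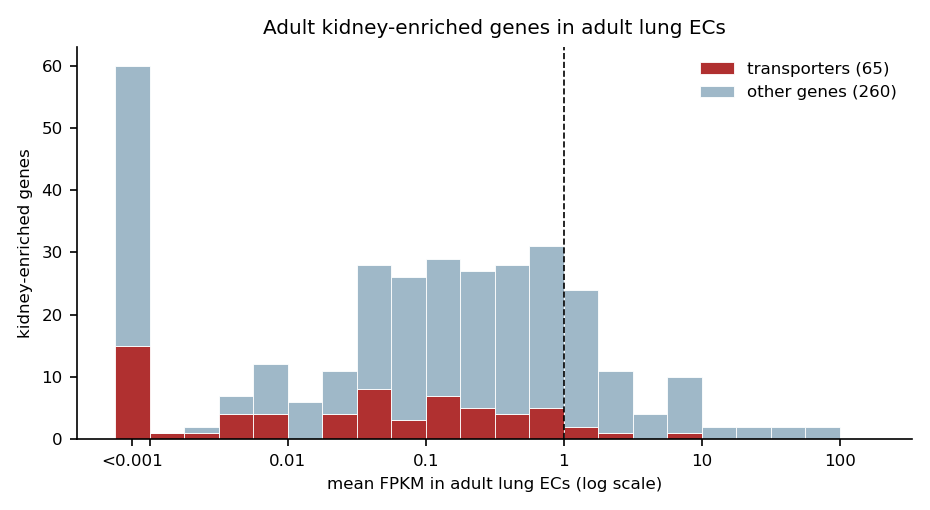
Number of kidney-enriched genes by mean FPKM in adult lung ECs (log axis), for 65 transporters and 260 other genes stacked in each bar, with a dashed line at 1 FPKM and genes under 0.001 FPKM in the leftmost bar. Of the 325 genes, 268 lie to the left of the line.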

In the adult kidney, 283 genes were significantly upregulated and were enriched in pathways relating to small molecule, water, and amino acid transport (Supplementary Fig. 1d; Supplementary Data 2).

Thus, gene expression programs distinct to the kidney are turned on early in development to promote growth, morphogenesis, and specification. A wave of genes is differentially induced at various stages of development. At the onset of birth, new sets of genes are induced to promote kidney-specific vascular functions, including upregulation of transporters and metabolism programs, setting the stage for the specialization of kidney vasculature function in postnatal stages. Collectively, we show that kidney vascular heterogeneity diversifies perinatally and throughout adulthood.

### Kidney ECs are heterogeneous and tightly zonated

To determine how kidney vasculature acquires specialized functions, we dissected kidney EC heterogeneity throughout development. Because kidney-specific vascular genes are induced during late gestation to adult stages (Fig. 1b and Supplementary Fig. 1c, d), we performed single-cell RNA-seq (scRNA-seq) on kidney vascular ECs from fetal E17, perinatal P2, P7 and adult stages (Fig. 1c).

CD31^+^CD45^−^Podoplanin^−^ non-lymphatic ECs were purified by FACS (Supplementary Fig. 1b). Single-cell isolates were then processed for digital droplet scRNA-seq (ddSEQ). We sequenced 5936 cells (Supplementary Data 3), including 922, 1000, 917, and 3097 single ECs for E17, P2, P7, and adult kidneys, respectively. Filtering for contaminating epithelial and perivascular cells reduced the dataset to 4552 cells (Supplementary Data 4). Raw data was normalized and the effects of cell cycle and mitochondrial and ribosomal content were scaled^17^. Dimensionality reduction identified 7 major vascular clusters (Fig. 1d, e), as marked by the expression of pan-vascular EC gene *Cdh5* (Fig. 1f). Clusters were labeled according to known markers and expression validations via protein and RNA staining (Fig. 1g-n, Supplementary Data 5). Cell types identified include the afferent arteriole (AA) and associated large arteries (LA), glomerular capillaries (GC), the efferent arteriole (EA), peritubular capillaries (PTC), the descending vasa recta (DVR), the ascending vasa recta (AVR) and an associated hierarchy of veins and venules leading to the renal vein (V), and embryonic capillaries, which we have designated as vascular progenitors (VP) (Fig. 1o).

### EC subsets in kidney execute defined vascular functions

For each population, we selected one or two of the specific genes amongst the top differentially expressed genes and validated the presence of protein expression in various EC populations. Most types of ECs identified did not manifest unique markers. Instead, each vessel displayed markers that were unique to two or more types of vessel. Arterial vessels express markers, including *Sox17* (Fig. 1f, g), *Gja5* (Fig. 1f, h), *Cxcl12*^18^, low levels of *VEGFR2* (*Kdr, Flk1*) (Fig. 1f, i), and extracellular matrix proteins, including *Fibulin 5*, *Elastin, Fibulin 2, Collagen 18a1*, and *Laminin 3* (Fig. 1f, Supplementary Data 5). *Gja5* is expressed in the DVR and all pre-glomerular arteries, including the AA, while absent in the EA^19^ (Fig. 1f, h). The DVR traffic urea and water in the medulla of the kidney through the membrane transporters *Slc14a1* and *Aqp1*, respectively (Fig. 1f, j)^20^. The GC can be identified by a variety of specific markers including *Mapt and Ehd3*, a known glomerular EC marker^21^ (Fig. 1f, k). Venous ECs were identified through expression of *Nr2f2* (Fig. 1f). The PTCs share several markers with venous EC—including *Plvap* (Fig. 1l)—but were *Nr2f2* negative. They were identified by expression of *Igfbp5*, a marker shared with GC but not with venous ECs (Fig. 1f, n). The AVR was discriminated through presence of *Igfbp7* but lack of *Igfbp5* expression. The PTCs were joined with a seventh population of EC unique to E17-P7 stages. Vessels within this population were *Nr2f2*^*+*^ and manifested high expression of *Aplnr* and *Mest* (Fig. 1f). Gene expression signatures were not obtained for lymphatic vessels or larger hierarchies of arteries or veins. Thus, these gene expression signatures enabled us to uncover the differentiation profiles of LA and AA pooled together, GC, EA, PTC, DVR, and a pool of AVR and V (Illustrated in Fig. 1).

### Vascular heterogeneity arises from vascular progenitor cells

To discern how vascular heterogeneity arises in the kidney, ECs were ordered according to pseudotime^22^ (Fig. 2a–c, Supplementary Fig. 2a). The earliest capillary cells correspond to VPs and were labeled by the apelin-receptor gene, *Aplnr* (Fig. 2d). Quantifications of *Aplnr* fluorescent staining validated its restriction to capillaries and veins^10,23^ (Fig. 2h, i). Pseudotime trajectory predicts two branch-points from early VPs. At the first branchpoint, pre-glomerular large arteries (AA and LA) branch from the VPs (early generic capillaries) (Fig. 2a, Supplementary Fig. 2a). This transition is marked by downregulation of vein and VP signatures, such as *Plvap, Aplnr, Nr2f2*, (Fig. 2b, d, e, Supplementary Fig. 2b) and upregulation of gene signatures found in (but not specific to) pre-glomerular arteries (AA/LA), such as *Gja5*, *Fbln5*, *Jag1*, *Sox17*, and *Cxcl12* (Fig. 2b, f, Supplementary Fig. 2c, d). Accordingly, arteries and veins are the first vascular subtypes, which build up from capillaries at E13 before other vascular structures^13^. At the second branchpoint, VPs transition into GCs (*Lpl*^+^, *Ehd3*^+^, *Sema5a*^+^, etc.) (Fig. 2c, g) in association with EAs or the DVR (*Slc14a1*^+^, *Aqp1*^+^) (Fig. 2c, Supplementary Fig. 2f, g), which is successive to the juxtaglomerular efferent arteriole. Remaining VP capillaries then mature into PTCs in the kidney cortex, downregulating VP markers including *Aplnr* and *Nr2f2*, while maintaining partially unique markers *Igfpb5* and *Plvap* (Fig. 2c-e, Supplementary Fig. 2b, e). Large veins may emerge from VP capillaries and maintain expression of venous markers, including *Nr2f2*^+^ and *Cryab*^+^ ECs (Fig. 2b, Supplementary Fig. 2b).

**Fig. 2:**
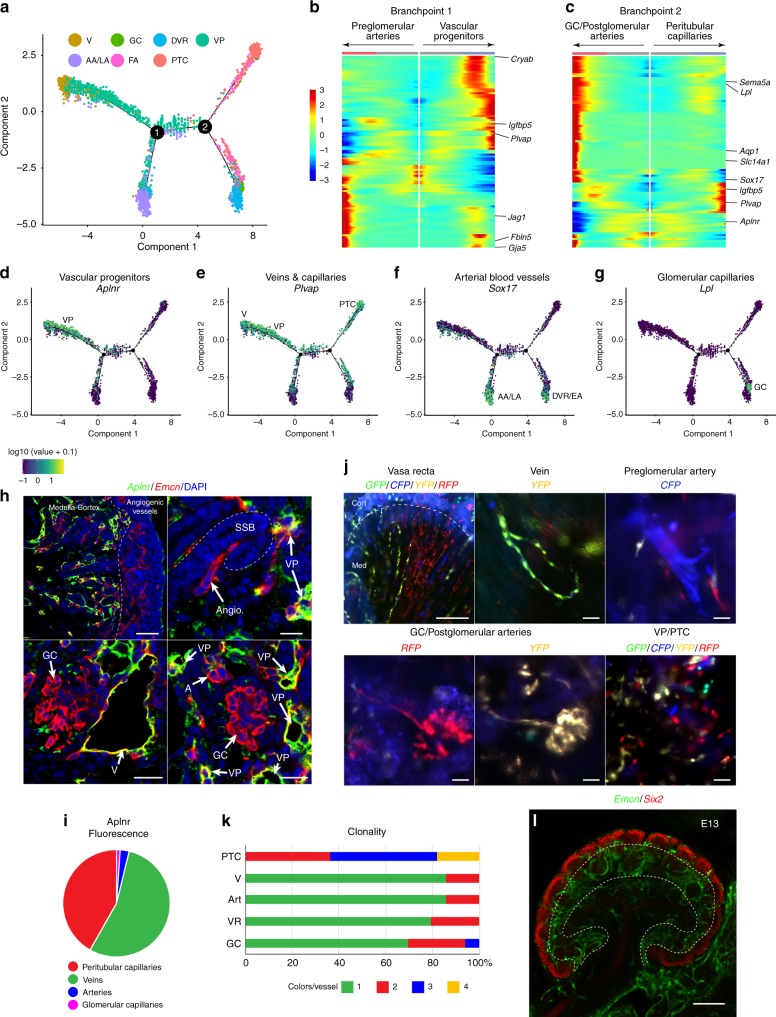
Analysis of vascular heterogeneity development. **a** Pseudotime trajectory of vascular differentiation in the kidney. VP, vascular progenitor; PTC, peritubular capillary; AA/LA, afferent arteriole/large arteries (pre-glomerular); AVR/V, ascending vasa recta/venous blood vessels; EA, efferent arteriole; GC, glomerular capillaries; DVR, descending vasa recta. **b** Heat maps denoting genes that become differentially expressed as pre-glomerular arteries branch from vascular progenitor cells. Notable genes of venous peritubular progenitor capillaries (*Cryab*, *Igfbp5*, *Plvap*) and arteries (*Jag1*, *Fbln5*, *Gja5*) are shown on the right. **c** Heat maps denoting genes that become differentially expressed as glomerular capillaries (GC) and postglomerular arteries branch from embryonic progenitor capillaries which mature into peritubular capillaries. Notable genes of glomerular capillaries (*Sema5a*, *Lpl*), postglomerular arteries (*Aqp1*, *Slc14a1*), and peritubular capillaries (*Igfbp5*, *Plvap*) are on the right. **d**–**g** Pseudo-time trajectory plots denoting the expression of genes enriched in particular vascular clusters. Plots include *Aplnr* in vascular progenitor cells (VP) (**d**), *Plvap* in veins (V), VPs, and peritubular capillaries (PTC)(**e**), *Sox17* in afferent arterioles/large pre-glomerular arteries (AA/LA) and descending vasa recta/efferent arterioles (DVR/EA)(**f**), and *Lpl* in glomerular capillaries (GC)(**g**). **h** Immunofluorescent staining of the apelin receptor (*Aplnr*) in E17 kidney. Endothelial cells were stained with endomucin (*Emcn*). SSB, s-shaped body; VP, vascular progenitor; Angio., angiogenic vessel; GC, glomerular capillary; V, vein; A, arteriole. Scale bars: first panel 40 μm, second panel 5 μm, third and fourth panel 10 μm. **i** Pie chart denoting mean fluorescent intensity of *Aplnr* antibody staining in peritibular capillaries, veins, arteries, and glomerular capillaries. *n* = 3, average of 5 frames of view. **j** R26R-Confetti E18 mouse kidneys cut in half sagittally after tamoxifen induction at E11. GC, glomerular capillary; PTC, peritubular capillary. Scale bars: first panel 100 μm, second to sixth panel 5 μm. **k** Bar graph denoting the number of fluorescent reporters found in identified vascular structures. *n* > 10 for each structure. Art, Arteries; VR, Vasa Recta. **l** E13 mouse kidney showing the primary vascular plexus exists as generic capillaries (the vascular progenitor cells) before subvascular specification at E14-E15 stages. Dotted lines outline the cortex and medulla. Endothelial cells are stained with endomucin (*Emcn*) and the outer cortex of the kidney is denoted by *Six2* staining of nephron progenitors. Scale bar 100 μm.

To unravel the plasticity of kidney EC subtypes, we pursued lineage-tracing clones of VPs. We utilized R26R-Confetti mice expressing four fluorescent reporter genes and crossed them to the vascular-specific and inducible Cdh5(PAC)-CreERT2 strain^24^. Pregnant mice were pulsed with tamoxifen at E11, when ureteric buds emerge. ECs began to express single clones of green (GFP), cyan (CFP), yellow (YFP), and red fluorescent proteins (RFP) at E13 (Supplementary Fig. 2h). By E18, vasa recta, veins, arteries, and glomerular vascular subtypes were labeled with only one fluorescent protein (Fig. 2j, k). Pseudotime analysis predicts the EAs branch off progenitors in tandem with GCs while pre-glomerular arteries and arterioles develop independently. Notably, a single arteriole was found to protrude from developing GCs marked with the same fluorescent protein while pre-glomerular arteries were labeled separately (Fig. 2j). Progenitors of cortical PTC displayed heterogeneous mixture of differentially labeled and diverse ECs. Because progenitor capillaries were the first to be labeled, VP ECs may have migratory potential and do not interact during development, leading to intermingling of confetti colored cells. Collectively, specified ECs appear to remain within their structures after they have developed and do not draw a large degree of plasticity to migrate and become other vascular subtypes.

Vasa recta and glomeruli are reported to grow from PTCs in the cortex between E14-E15 stages^13,25^. Bulk RNA-seq (Fig. 3a) and staining validations of the vasculature at E15 (Fig. 1g–o) show genes specific to vascular subtypes become expressed at E14–E15 stages. Peritubular capillaries (the vascular progenitors) were found to constitute the primary vascular plexus in the cortex of the kidney at E13 stages (Fig. 2l). Following vascular specification, transcripts defining vascular subtypes gradually become upregulated over the course of development, peaking at adult stages. Therefore, vascular heterogeneity in the kidney is specified at E14–E15 stages where they branch off VP capillaries in the cortex. As ECs branch off, they lose and gain several key markers and mostly sustain the phenotype of their designated vascular subtypes.

**Fig. 3:**
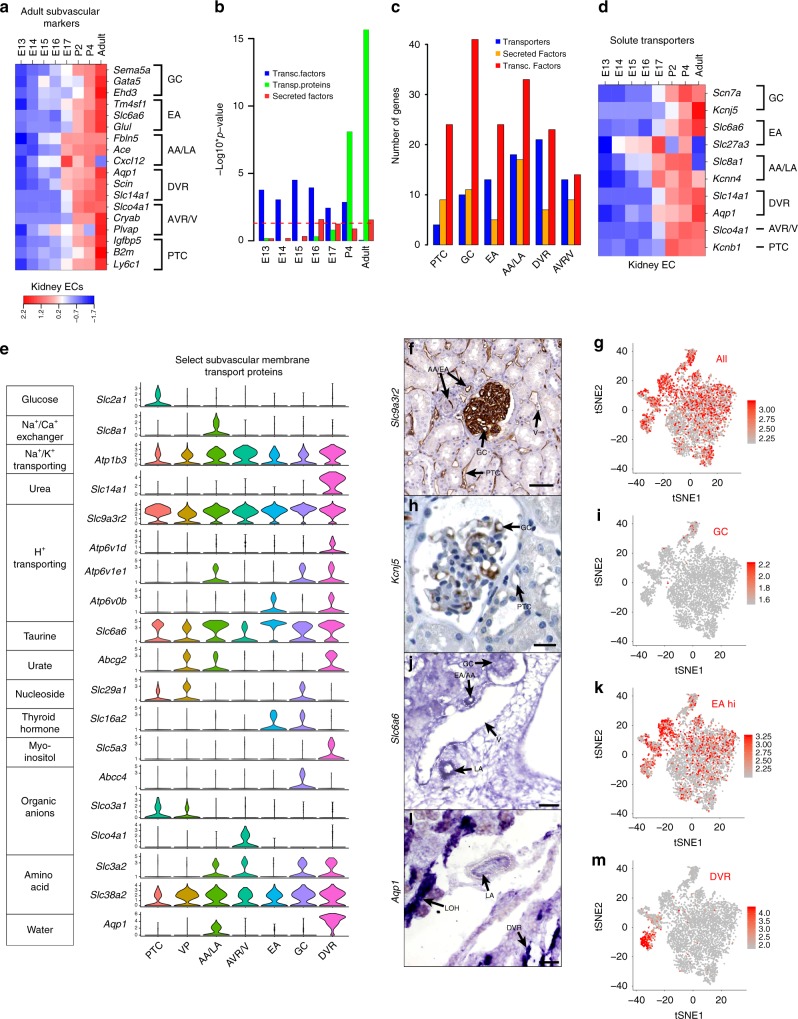
Transport and transcriptional ontology is zonated in vascular subtypes in the kidney. **a** Heatmap relating expression profiles (z-scores) of 3 top highly enriched genes to each vascular cluster across 7 developmental stages. VP, vascular progenitor; PTC, peritubular capillary; AA/LA, afferent arteriole/large arteries (pre-glomerular); AVR/V, ascending vasa recta/venous blood vessels; EA, efferent arteriole; GC, glomerular capillaries; DVR, descending vasa recta. **b** Hypergeometric p-values indicating enrichment of transcription factors, transporters, and secreted proteins in the lists of genes differentially expressed between the kidney and the heart, liver, and lungs at each stage of development. Red dotted line denotes *p*-values >0.05. **c** Numbers of transporters, growth factors, and transcription factors found to be differentially expressed in each vascular cluster. **d** Heatmap relating expression profiles (*z*-scores) of the top 1 or 2 highly enriched transporters to each vascular cluster across 7 developmental stages. **e** Violin plots showing the normalized expression level of representative solute transporter genes across the 7 vascular zones of the kidney. Genes shown here were chosen arbitrarily. *Y*-axis is log scale-normalized read count. **f**, **g** Human protein atlas image and tSNE showing an example of a pan-endothelial transporter, *Slc9a3r2*, in the kidney vasculature. Scale bar 40 μm. AA, afferent arteriole; EA, efferent arteriole; GC, glomerular capillary; V, vein; PTC, peritubular capillary. Patient 2184, image available from v18.1.proteinatlas.org. https://www.proteinatlas.org/ENSG00000065054-SLC9A3R2/tissue/kidney#img. **h**, **i** Human protein atlas image and tSNE showing an example of a glomerular capillary transporter, *Kcnj5*, in the kidney vasculature. Scale bar 10 μm. Patient 1767, image available from v18.1.proteinatlas.org. https://www.proteinatlas.org/ENSG00000120457-KCNJ5/tissue/kidney#img. **j**, **k** In situ hybridization and tSNE showing an example of a transporter, *Slc6a6*, that is pan-endothelial and differentially highly expressed in arterioles. Scale bar 20 μm. **l**, **m** In situ hybridization and tSNE showing an example of a transporter, *Aqp1*, that differentially expressed in the DVR and large arteries (LA); loop of Henle (LOH). Scale bar 20 μm.

### Changes in kidney expression dynamics during development

The vasculature in adult kidneys differ from other organs by modulating trafficking of amino acids, water, and ion transport proteins, while embryonic stages are defined by specific induction of cell growth and morphogenic pathways (Supplementary Fig. 1c, d). Hence, we sought to determine how gene expression associated with transcription factors, solute transporters, and growth factors change within each vascular subpopulation over the course of development. From bulk RNA-seq of the kidney vasculature, we first annotated differentially expressed genes in the kidney vessels at each stage of development. We defined 617 transporter proteins, 1314 transcription factors, and 2032 secreted proteins, from the transporter classification database (http://www.tcdb.org/), the DBD transcription factor prediction database^26^, and the human protein atlas (https://www.proteinatlas.org/). We find sets of genes expressed in the early embryo (E13–E16) are highly enriched for transcription factors (hypergeometric test p-values range from 1.1E-4 to 3.1E-5), but not for secreted proteins and transporters. Transcription factors are downregulated at E17 (Fig. 3b), with stabilization of their expression (hypergeometric test *p* = 0.89) thereafter. Notably, the bulk of gene expression of vascular genes in postnatal and adult stages, are dominated by transporters (adult hypergeometric test *p* = 5.1.E-18) and secreted proteins (adult hypergeometric test *p* = 0.027) (Fig. 3b). From the P4 to the adult stage, transporters specific to a wide variety of substrates that are not expressed in other organs are enriched in the kidney vasculature (Supplementary Data 5). 

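Among the kidney-enriched adult genes found in the lung EC table, 65 carry the symbol of a transporter or channel family (Slc, Slco, Abc, Atp, Kcn, Aqp, Scn, Cacn, Clcn, Trp, Mfsd or Fxyd). This rule by symbol stands in for the paper's own set of transporters. In adult lung ECs 61 of the 65 (93.8%) had a mean below 1 FPKM, against 207 of the other 260 kidney-enriched genes (79.6%; two-sided Fisher's exact test across genes, p = 0.00577). With the threshold required in every library, 95.4% of the transporters failed to reach it and the difference from the other genes gave p = 0.0779 in the same Fisher's exact test. It was also lost with thresholds of 3 and 10 FPKM and after rescaling each library to the same sum. Because low expression in lung helped a gene onto the list, the share itself is not independent of the choice of genes. The transporters at 1 FPKM or above were *Atp1b1*, *Slc25a10*, *Kcnj15* and *Slc22a18*. *Atp1b1* differed between the libraries, at 10.9 FPKM in S38, 6.43 FPKM in S44 and 2.17 FPKM in S52. *Slc25a10*, a mitochondrial carrier, was at 2.99 ± 0.283 FPKM (SD, n = 3), *Kcnj15* at 1.37 ± 0.487 FPKM (SD, n = 3) and *Slc22a18* at 1.10 ± 0.354 FPKM (SD, n = 3), so *Kcnj15* and *Slc22a18* lie within their own SD of the threshold. The next, *Slc3a1*, was at 0.306, 0.0119 and 1.87 FPKM in S38, S44 and S52.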

We also detected an increase in total numbers of transcripts in these stages compared to embryonic stages (Supplementary Fig. 3a). Notably, membrane transport proteins were transcribed only after birth and their expression are augmented steadily to adulthood. Therefore, transport proteins may be induced in ECs in response to the environmental stimulation and dietary changes.

### Specialized capillaries regulate filtrate reabsorption

As the glomerular filtrate passes through different segments of the kidney tubule, selective reabsorption of the filtrate is returned to the systemic circulation through the PTC. We investigated whether vasculature zonation accommodates selective filtrate reabsorption and secretion. We compared tubular epithelium and the surrounding stroma through sequencing the mRNA of the non-endothelial fraction (*CD31*^−^*VEcadherin*^*−*^*CD45*^*−*^*Podoplanin*^−^) and non-lymphatic endothelial fraction (*CD31*^*+*^*VEcadherin*^*+*^*CD45*^*−*^*Podoplanin*^−^). In kidney ECs, 34 transporters were uniquely expressed, including a variety of calcium and potassium channels as well as transporters for phospholipids, glucose, and amino acids (Supplementary Fig. 3b).

We integrated scRNA-seq data to investigate whether the expression of transporter proteins in kidney vessels is also zonated to guide selective filtrate reabsorption. We find membrane transporters to exhibit both punctate and ubiquitous expression patterns. For instance, *Slc25a3* and *Slc25a5* that transport mitochondrial phosphate and adenine, respectively, are ubiquitously expressed across the kidney vasculature (Supplementary Fig. 3c). Select transporters were also found to be specific to endothelium, such as *Slc9a3r2*, a protein involved in sodium absorption (Fig. 3e–g). However, many membrane transport proteins identified were expressed within distinct populations of the kidney vasculature (Fig. 3e–m, Supplementary Data 5) supporting the notion that transporters tailor the function of surrounding nephrogenic zones.

Temporal analysis of transporters specific to vessels reveals that most membrane transport proteins are induced at E14–E15 stages, while being upregulated from E17 to adult stages (Fig. 3d). The GCs specifically express two of the voltage gated channels, *Kcnj5* and *Scn7a*, which are both linked to hypertension^27,28^ (Fig. 3h, i). Pre-glomerular arterial ECs (AA/LA) express genes, such as *Slc8a1* and *Kcnn4* that pump calcium (Fig. 3e). This is consistent with the role calcium plays in regulating the contraction and relaxation of smooth muscles surrounding the arterial endothelium^29^. Efferent arterioles present high levels of *Slc6a6*, which mediates membrane transport of taurine, modulating osmoregulation, membrane stabilization, antioxidation and the conjugation of bile acids^30,31^ (Fig. 3j, k). *Slc6a6* gene ablation predisposes mice to streptozotocin-induced diabetic nephropathy^32^. The DVR cluster selectively express urea transporter *Slc14a1* and *Aqp1*, which plays a central role in urea and water transport, respectively (Fig. 3e, l, m)^20^. The organic anion transporter *Slco4a1* mediates Na^+^-independent uptake of thyroid hormones and bile acids in the apical membrane of the proximal convoluted tubule^33,34^. We find this transporter is expressed in venous blood vessels (AVR/V) (Fig. 3e). Thus, organized distribution of chemical transporters to various kidney ECs may regulate electrolyte balance and homeostasis of various molecules in the blood.

### Kidney EC-epithelial crosstalk evolves over development

Kidney epithelial cells and the surrounding stroma crosstalk to mediate development and homeostasis of the kidney^10^. The vasculature establishes a niche that through the secretion of specific angiocrine signals regulate specific developmental and homeostatic functions. Complete functional vascularization is required for progressing the development of the kidney and kidney organoids^12^. However, the mechanism by which zone-specific vascular niche angiocrine signals sustain nephron homeostasis is unknown.

To address this, we show that multitudes of factors are secreted by different vascular subtypes in different ECs from E17 to adult stages, (Fig. 3c). Notably, GCs supply *Fgf1,* *Vegfa*, Notch-ligand *Dll4*, neuronal guidance cue *Sema5a*, and Wnt antagonist *Dkk2* (Supplementary Fig. 3d). Contaminating podocyte or mesangial doublets were not detectable in the glomerular EC cluster (Supplementary Fig. 3d). During developmental progression, arterial ECs produce *Tgfβ2*, *Ltbp4*, and *Pdgfβ*, while VPs elaborate *Igf1* and *Igf2* with their expression shifting to veins and arteries, respectively (Supplementary Fig. 3e). Regulatory molecules of IGF signaling zonate throughout the vasculature of the adult nephron (Supplementary Fig. 3e). Thus, a network of angiocrine and autocrine factors manifest restricted transcription among defined kidney vascular zones. In addition, we have developed a database to find what types of vessels in the kidney express specific secreted angiocrine factors that contribute to morphogenesis and patterning of nephrons.

### Transcription factors delineate the kidney vasculature

Specific transcription factors are enriched in various stages of developing kidney vasculature (Fig. 3b). The bulk of these genes are Hox family of transcriptional regulators (Supplementary Data 2). However, in postnatal stages, many of these genes are downregulated and other specific sets of transcription factors are induced (Supplementary Data 2). Notably, many different transcription factors are associated with distinct vascular subtypes (Supplementary Fig. 3f, Supplementary Data 6), the majority of which are upregulated during late embryogenesis (E17). Hence, specific sets of transcription factors are induced during later stages of development to promote additional vascular specialization or function.

To identify transcription factors that may be important for the development of the kidney vasculature, we utilized the single-cell regulatory network inference and clustering (SCENIC) method^35^. We identified 216 transcription factor regulons enriched in our dataset, which we then binarized and clustered with a supervised analysis to obtain lists of transcription factors with differential activity amongst each vascular subtype (Fig. 4a, Supplementary Fig. 3f). As expected, arteries and veins manifested an enrichment of *Sox17* and *Nr2f2* regulons, respectively. The GCs produced the largest and most unique combination of transcription factors. Many components of the AP-1 heterodimer such as *Fos*, *Jun*, and *Atf* were enriched (Fig. 4a). The AP-1 pathway is generally enriched during cellular stress and infection^36^, suggesting that glomerular ECs may be sensitive to cellular stress during processing and tissue digestion. The glomerulus expressed several transcription factors known to be involved in stem cell differentiation and tissue morphogenesis, including *Tbx3*, *Gata5*, *Prdm1*, *Irf8*, *Zbtb7a*, *Klf4*, *Maff*, and *Klf13*. These gene transcriptional regulatory networks that can be investigated to further our understanding of kidney physiology and manipulated to enhance the construction of kidney tissues in vitro.

**Fig. 4:**
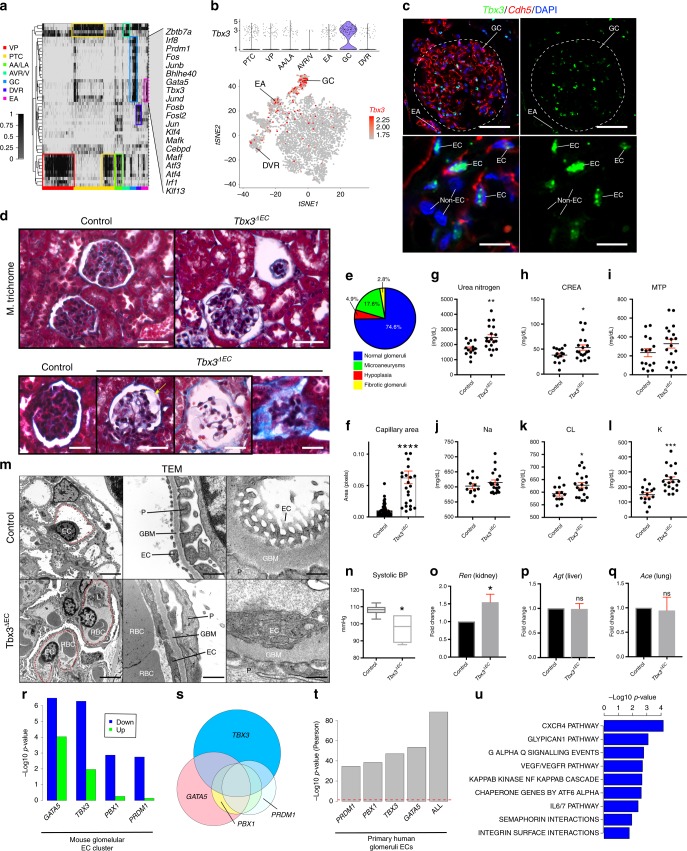
*Tbx3* is necessary for glomerular morphogenesis and specification. **a** Heat map denoting SCENIC results. VP, vascular progenitor; PTC, peritubular capillary; AA/LA, afferent arteriole/large arteries (pre-glomerular); AVR/V, ascending vasa recta/venous blood vessels; EA, efferent arteriole; GC, glomerular capillaries; DVR, descending vasa recta. **b** Violin plot and tSNE showing normalized *Tbx3* expression. **c** Immunofluorescent staining of *Tbx3* and VE-cadherin (*Cdh5*) in adult human glomerular endothelial cells. EC, endothelial cell; Non-EC, non-endothelial cell. Scale bar 50 μm, inset scale bar 10 μm. **d** Masson’s trichrome staining in control and *Tbx3*^*ΔEC*^. Yellow arrow show microaneurysms. Scale bar 50 μm. **e** Pie chart for percent of glomeruli possessing microaneurysms, hypoplasia, or fibrosis. **f** Quantification glomerular capillary area. *n* = 3 mice, 5 frames/kidney. ***p < 0.0001 unpaired Student *t*-test. Error bars, standard error of the mean. **g**–**l** Urine analysis (control *n* = 15, *Tbx3*^*ΔEC*^ *n* = 19). **g** Urea nitrogen, **h** creatinine (CREA), **i** micro total protein (MTP), **j** sodium (Na), **k** chloride (CL), **l** potassium (K). Normalized to volume. * *p* < 0.05, **p < 0.01, ***p < 0.001 unpaired Student *t*-test. Error bars, standard error of the mean. **m** Transmission electron microscopy (TEM) of control and *Tbx3*^*ΔEC*^. Red dotted line outlines glomerular capillary lumens. P, podocyte; GBM, glomerular basement membrane; EC, endothelial cell; RBC, red blood cell; L, leukocyte. Scale bar 2 μm, inset scale bar 500 nm. **n** Systolic blood pressure (*n* = 6 mice/group). *p < 0.05 unpaired Student *t*-test. Center line = median. Bounds of boxes: the first to third quartile. Whiskers highlight quartile from minimum or maximum. Error bars, standard error of the mean. **o**–**q** qPCR of Renin (*Ren*), Angiotensinogen (*Agt*), and Angiotensin-converting enzyme (*Ace*) transcripts (kidneys, liver, and lung, respectively). *n* = 4 mice each group. *p < 0.05 unpaired Student *t*-test. Error bars, standard error of the mean. **r** Hypergeometric test *p*-values (−1*log_10_) for overlap between mouse glomerular genes (scRNA sequencing) and genes down (blue) or up (green) regulated upon overexpression of the indicated transcription factors. EC, endothelial cell. **s** Euler plot illustrating overlap between glomerulus genes downregulated with overexpression with transcription factor. **t** Hypergeometric test *p*-values (−1*log_10_) for overlap between human glomerular-specific genes (human glomerular endothelial cells) and genes downregulated upon overexpression of the indicated transcription factors (ALL = all 4 TF’s). EC, endothelial cell. Red dotted line denotes *p*-value >0.05. **u** Pathway enrichment analysis after over expression of *Tbx3, Gata5, Prdm1*, and *Pbx1*.

### Tbx3 contributes to glomerulus morphogenesis and function

To elucidate mechanisms underlying glomerular development and function, we focused on transcription factors with restricted and abundant expression and regulon activity (Fig. 4a), such as *Tbx3* in GCs and EAs (Fig. 4b). Immunofluorescent staining in human kidney tissue confirmed that *Tbx3* protein is restricted to ECs in GCs and EAs (Fig. 4c).

To uncover the role of Tbx3 in glomerular specification and function, we conditionally ablated *Tbx3* expression in ECs by employing the Cre/LoxP system with *Cdh5*-*Cre* (*VE-cadherin-Cre*) to generate *Tbx3*^*ΔEC*^ mice. The *Tbx3*^*flox*^ allele loses 4.6 kb of genomic DNA encompassing the 5′UTR promoter, the transcriptional start site and first exon of *Tbx3* in the presence of *Cre recombinase*^37^. Targeted homozygous deletion of the *Tbx3* allele in ECs using the vascular-specific *VE-cadherin-Cre*^38^ manifested clearly noticeable morphogenic defects in subsets of the glomeruli in *Tbx3*^*ΔEC*^ mice, but not in the control *Tbx3*^*flox/flox*^ or *Tbx3*^*flox/+*^*;Cdh5*^*Cre*^ mice (Fig. 4d, Supplementary Fig. 4a). In 4-month-old mice, most glomeruli appeared normal although 18% developed microaneurysms, 5% of glomeruli exhibited hypoplasia, and 3% of glomeruli became fibrotic (Fig. 4d, e). Affected glomeruli manifested significantly dilated capillaries and arterioles (Fig. 4d–f).

Urinalysis revealed *Tbx3*^*ΔEC*^ mice to have higher levels of urea, protein, and salt, suggesting aberrant nephron filtration or reabsorption (Fig. 4g–l). Consistent with most glomeruli appearing normal, serum panel showed few signs of kidney failure (Supplementary Fig. 4b–g). Salt homeostasis, blood urea nitrogen, creatinine, and albumin levels remained normal in *Tbx3*^*ΔEC*^ serum, with normal glomerular filtration rate (Supplementary Fig. 4k). Four-month-old *Tbx3*^*ΔEC*^ kidneys did not have significantly fewer ECs and did not show signs of kidney inflammation or apoptosis as marked by cleaved *Caspase-3* and *CD45* staining, respectively (Supplementary Fig. 4h, i). No significant defects were found in major blood vessels in other organs (Supplementary Fig. 4j). Transmission electron microscopy (TEM) revealed a fraction of GCs with microaneurysms, significantly fewer fenestrations, and surrounded by deformed podocyte foot processes (Fig. 4m, Supplementary Fig. 4l). Thus, *Tbx3* maintains the structural organization of glomerular capillaries.

To determine whether *Tbx3* plays a physiological role in BP homeostasis in adult mice, we measured systolic BP in control and *Tbx3*^*ΔEC*^ mice. Systolic BP in mice lacking endothelial *Tbx3* was lower compared to that of control mice (Fig. 4n). To assess whether this was due to defects in the renin–angiotensin system, levels of renin, angiotensinogen (*Agt*), and angiotensin-converting enzyme (*Ace*) were measured in the kidney, lung, and liver respectively by qPCR. Renin levels were found to be higher in the absence of *Tbx3* in the vasculature of the kidney, while *Agt* and *Ace1* transcript levels remained the same (Fig. 4o–q). Therefore, *Tbx3* regulates a putative transcriptional program that suppresses or balances blood pressure via regulation of renin in the kidney.

To uncover the mechanism by which *Tbx3* mediates glomerular vascular development and function, ECs were isolated from control and *Tbx3*^*ΔEC*^ kidneys and processed for RNA sequencing (Supplementary Fig. 4m; Supplementary Data 7). Differential expression analysis of glomerular-specific genes between control and *Tbx3*^*ΔEC*^ kidney vasculature revealed an array of transcripts that were differentially expressed after *Tbx3* loss in mice (Supplementary Fig. 4n). Downregulated genes include the solute transporter *Slc44a2*, transcription factors *Gata5*, *Klf4*, and *Smad6*, and proteins that mediate adhesion or the cytoskeleton, including *Rhob* and *Itga3*. The expression of *Ehd3*, the most abundant and specific gene in GCs (Fig. 1k, 3a), was also downregulated in the absence of *Tbx3*. Genes that increased in the absence of *Tbx3* include those necessary for morphogenesis, (*Spry4*, *Rap1b*, and *Pcdh17*), transcription factors (*Irf1*, *Prdm1*, *Elf1*, and *Stat3*), and the growth factor *Fgf1*. While glomeruli represent a small fraction of the kidney vasculature, there was a significant overlap between genes that are differentially expressed in the bulk endothelial population of *Tbx3*^*ΔEC*^ and genes specifically expressed in the glomerular cluster (hypergeometric test *p* = 6.7E-9; Supplementary Fig. 4o).

To identify potential targets of *Tbx3*, either *Tbx3* or a control vector was overexpressed in human umbilical vein endothelial cells (HUVECs), representing a generic-like vascular bed, and mRNA was sequenced (Supplementary Data 8). There was a significant overlap between *Tbx3*-regulated genes in HUVECs and glomerular-specific genes (hypergeometric test *p* = 7.1E-10, Supplementary Fig. 4o). When we compared glomerular genes that were upregulated in *Tbx3*^*ΔEC*^ mouse kidney ECs and Tbx3-regulated genes in HUVECs, we find a high concordance with glomerular genes identified through scRNA-seq (hypergeometric test *p* = 4.8E-5; Supplementary Fig. 4o). Hence, *Tbx3* is a very potent and specific mediator of glomerular gene transcription and identity.

### *Tbx3, Gata5, Prdm1*, and *Pbx1* repress and specify GC genes

Other transcription factors were found to have enriched expression or activity in GCs in addition to *Tbx3* (Fig. 4a), prompting the hypothesis that additional factors might cooperate with *Tbx3* to establish glomerular function. To determine whether transcription factors cooperate in GCs, we focused on additional factors with differential expression, including *Tbx3*, *Gata5*, *Prdm1*, and *Pbx1*. Each gene was stably over-expressed in HUVECs and mRNA was sequenced for each condition (Supplementary Data 8). Log_2_ fold-changes were calculated relative to an empty-vector control (EV) to find genes regulated by each transcription factor. We compared the lists of genes that change in response to stable overexpression of each transcription factor and found that a significant proportion of genes that were downregulated correspond to genes found within the GC cluster (Fig. 4r). The overlap, however, was not nearly as prominent for the sets of genes that are upregulated. Thus, the identified zone-specific transcription factors may be performing as repressors and possibly collaborate to regulate a common set of glomerular-specific targets.

We next sought to determine if transcription factor over-expression, either alone or in combination, is enough to approximate glomerular fate in HUVEC cells. As a positive reference control, we used glomeruli isolated from a deceased-donor human kidney that was not transplanted^39^ (Supplementary Fig. 4p, q). *CD31*^*+*^*VE-cadherin*^*+*^*CD45*^*−*^ ECs were FACS-sorted from glomeruli and processed for RNA sequencing. To enable direct comparison between human glomeruli and transcription factor overexpression datasets, all datasets were normalized as a fold-change value relative to the HUVECs expressing an empty lentivirus vector. We selected the top 10 significantly up or downregulated genes in response to each overexpression condition and compared expression patterns to human glomeruli. The top differentially regulated genes in response to each transcription factor overexpression exhibited similar expression patterns and phenocopied expression patterns in human glomeruli (Supplementary Fig. 4r). Expression patterns in response to *PRDM1* and *PBX1* very highly overlapped with that of *TBX3* and *GATA5*, despite *PRDM1* and *PBX1* being more ubiquitously expressed, though significantly higher in GCs (Fig. 4s). We directly compared overlap among the expression of glomerular-specific genes in the human glomerulus and in response to each transcription factor. We find that genes modified in response to overexpression of each transcription factor very highly overlap with genes specifically expressed in the human glomerulus (Fig. 4t). We next overexpressed all 4 transcription factors simultaneously in HUVECs and found the highest overlap with the human glomerular expression patterns, indicating these factors function additively in dictating glomerular specificity. Hence, overexpression of each transcription factor promotes a signature that renders HUVECs more like human glomeruli and opens avenues towards designing systems to conditionally reprogram cultured cells into human glomeruli.

To identify pathways downstream of these transcription factors, we did pathway enrichment analysis on GC-specific genes regulated by these factors (Fig. 4u). Numerous vascular maintenance pathways, including those found to be enriched in the glomerulus were downregulated. These include the *CXCR4* and *VEGFR2* signaling pathways, semaphorin interactions, and integrin signaling. This data prompted the hypothesis that each of these four proteins, controling a transcriptional hierarchy through which glomerular-specific targets guide vascular functions, are selectively downregulated to execute various glomerular functions. Accordingly, in *Tbx3*^*ΔEC*^ mice, we observe subsets of glomeruli manifesting hypoplasia, microaneurysms, and fenestration loss, potentially leading to aberrant BP homeostasis. Notably, BP was decreased and there was no indication of vasculopathy in other organs that could induce secondary hypertensive changes in the kidney vasculature (Supplementary Fig. 4j). We conclude that *Tbx3*, along with other factors turns on the expression of pathways that confer the unique vascular functions of GCs. Dysregulation of these genes could lead to defects associated with developmental patterning, EC rarefaction, EC adhesion and contraction, and solute transport.

## Discussion

To decipher the molecular determinants regulating intra-kidney vascular network diversity, we employed ddSEQ single-cell RNA sequencing^40–42^. We identified 6 discrete non-lymphatic vessels in the kidney vasculature. Although several important blood vessels are missing, including lymphatic vessels, we focused primarily on unraveling the signature of glomerular ECs, and broadly the arteries, veins and capillaries. Each vascular domain displays unique membrane transport proteins, regulators of transcription, growth factors, and endocrine hormone binding proteins that serve known and unknown functions in nephron development, filtrate reabsorption, and blood pressure homeostasis.

Kidney vascular specification begins at E14 while waves of organotypic kidney vascular genes are induced at the onset of birth, in perinatal stages, and during maturation into adult vessels. Genes that are unique to the kidney vasculature relative to other organs are robustly expressed after birth. Compared to the early developmental stages, several gene signatures in the adult kidney vasculature are unique. We propose that this unexpected transition of vascular specialization could be due to the physiological stress on the kidney after birth. Notably, membrane transport proteins that are important for the kidney’s vasculature function are not upregulated until after birth, indicating that expression of these transporters may be dependent on stimuli not present during gestation. Alternatively, the transcriptome of the postnatal and adult stages may dramatically differ from the embryonic stages of the same organ through the loss of developmental and mitotic transcripts and the transition to transcripts the kidney needs to function.

How do kidney blood vessels, specifically the capillaries, acquire this complex heterogeneity? One hypothesis suggests extrinsic cues turn on transcription factors driving vascular specialization. To test this, we parsed out genes specific to the kidney and specific to zones of the vasculature. We find that GCs primarily express factors that are suppressors of transcription. Pathways repressed by each of these transcription factors correspond to the same pathways that are enriched in the GCs found using scRNA-seq. This creates a conundrum as to how genes become specifically expressed in the glomerulus, but also downregulated where *Tbx3/Gata5/Prdm1/Pbx1* is expressed. It is conceivable that prior to glomerular specification, the ECs activate generic vascular specification programs with broad vascular gene profiles. *Tbx3, Prdm1, Gata5*, and *Pbx1* may then be recruited to prune gene expression and fine-tune the specialized functions of the glomeruli. Each factor may also modulate other suppressors thereby activating GC genes. Alternatively, each gene may solely function to modulate or balance perinatal and adult kidney-specific processes, including BP homeostasis or glomerular filtration dynamics.

As an example of intrinsic transcriptional suppression regulating GC functions, we focused on *Tbx3*, as it is robustly represented in the GCs and represses transcription of particular genes in a variety of diverse, yet specific, tissues^43^. *Tbx3*^*ΔEC*^ mice developed phenotypes similar to capillary endotheliosis—glomerular swelling and loss of fenestrations—in subsets of the glomeruli. Differential expression analysis among pooled *Tbx3*-deleted mouse kidney endothelial cells, *TBX3*-over-expressing HUVECs, and genes enriched in the murine and human glomeruli revealed that a network of genes that regulate vasodilation/constriction, adhesion, and solute transport that may contribute to hypoplasia, microaneurysms, and loss of fenestrations in *Tbx3*^*ΔEC*^ mice.

A network of developmental genes is also altered in Tbx3-deleted ECs, including *Gata5* and *Ehd3*. Both genes have been shown to be necessary for the integrity of glomerular endothelium. Mice lacking *Gata5* and *Ehd3* develop glomerular lesions and kidney failure^21,44^. *Tbx3*^*ΔEC*^ mice also have inversely correlated phenotypes to mice that lack endothelial *Gata5*, including aberrant BP and renin signaling, suggesting that both transcription factors may balance BP in the kidney and possibly arterial vessels in other organs. *Tbx3* in arterioles, and glomerular endothelium, may suppress genes that allow crosstalk to juxtaglomerular cells, therefore regulating renin secretion, glomerular filtration rate, and BP homeostasis. *Tbx3* may also regulate glomerular filtration dynamics by stimulating crosstalk to podocytes and mesangial cells under certain conditions. *Tbx3* was not found to be expressed in blood vessels in other tissues except for the lungs, which may explain, why phenotypes were centralized primarily in the kidneys. 

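*Tbx3* lies on the plus strand of chromosome 5 of GRCm38 (mm10), from 119670669 to 119684724, and its longest basic GENCODE M21 transcript has 7 exons. In adult lung ECs it was at 70.1 FPKM in S38, 66.6 FPKM in S44 and 43.5 FPKM in S52, or 60.1 ± 14.5 FPKM (SD, n = 3 libraries). That mean ranks 1442 among the 24346 genes, above 94.1% of them. Rescaling each library to the same sum moved it most, to 44.3. Its paralogue *Tbx2*, on the plus strand of chromosome 11 from 85832551 to 85841948, was at 69.4, 63.4 and 39.4 FPKM, or 57.4 ± 15.9 FPKM (SD, n = 3). *Tbx3* was the higher of the paralogues in each library, a difference that was not tested, and the rank of *Tbx2* was 1512. None of the 3576 windows of read length in the *Tbx2* transcript occurs in a *Tbx3* transcript, so no read matching exactly could be assigned to both genes. Both genes were lowest in S52, as were the alveolar type 2 genes and, among endothelial genes, *Kdr*, at 380, 360 and 237 FPKM, and *Cldn5*, at 1486, 1732 and 1029 FPKM, whereas *Emcn* and *Erg* were highest there. *Prdm1* and *Gata5*, transcription factors that the paper also studies in glomerular capillaries, were lower in lung ECs in every library. *Prdm1* (chromosome 10, 44437177 to 44528501, minus strand) was at 6.87 ± 0.468 FPKM (SD, n = 3). *Gata5* (chromosome 2, 180325133 to 180334699, minus strand) was at 0.494 ± 0.167 FPKM (SD, n = 3), under 1 FPKM in each library. Blood vessels of tissues other than the lung were not analysed here. From the restriction of *Tbx3* to kidney and lung vessels, the paper proposes a reason why the phenotypes of the endothelial deletion were centred on the kidneys.

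**Figure D3:**
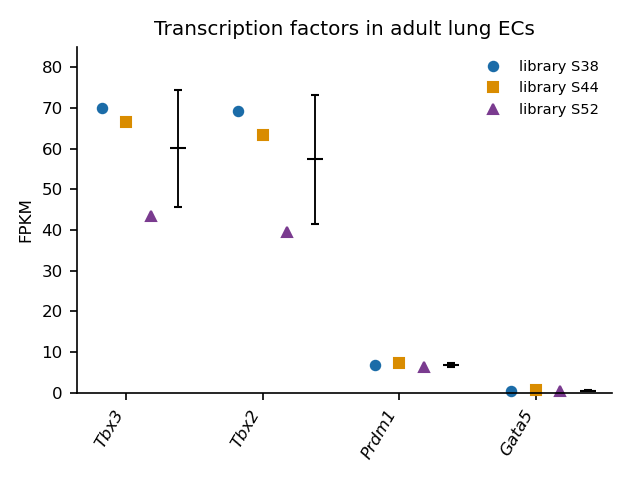
FPKM values of *Tbx3*, *Tbx2*, *Prdm1* and *Gata5* in adult lung ECs, with 1 point for each of the libraries S38, S44 and S52 and the mean ± SD (n = 3) as a bar beside them. The points of *Tbx3* and *Tbx2* lie above all points of the other genes, and S52 is the lowest library for both.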

*Tbx3* may also function redundantly with its paralogue *Tbx2*, possibly masking additional phenotypes. Additional studies are necessary to prove these hypotheses and to gain a better understanding of kidney vascular zonation, development, and function.

Our composite of endothelial-specific signatures bring us closer to engineer zone-specific kidney endothelium. Notably, each vascular bed expresses a combination of secreted factors and transcriptional regulators that define zonated vascular fate. By supplying angiocrine factors, ECs instructively orchestrate tissue healing and regeneration during lung, liver, and bone marrow injury^45–47^. Generating kidney-specific endothelium may facilitate approaches to rebuild kidneys. Our dataset compiles an array of genes that could be used to engineer kidney-specific vascular endothelium. Furthermore, this knowledge will lay the foundation for identifying extrinsic environmental cues that confer kidney vessels with their unique region-specific structural and functional activities.

## Methods

### Cell digestion and FACS sorting

To isolate adult endothelial cells from mouse kidney, liver, heart, and lung, mice were injected intravitally with 25 μg of anti-VE-cadherin-AF647 antibody (clone BV13, Biolegend) retro-orbitally in 6–8-week-old male C57BL/6J mice under anesthesia 10 min before they were killed and the organs harvested. For cell sorting, organs were minced and incubated with Collagenase A (25 mg ml^−1^) and Dispase II (25 mg ml^−1^) at 37 °C for 20–30 min to create a single-cell suspension. Cells were filtered through a 40-μm filter immediately before counter staining. The single-cell suspension was first blocked with an Fc-quenching antibody before antibody staining with anti-mouse CD31-Alexa Fluor® 488 (102414, Biolegend), anti-mouse CD45-Pacific Blue™ (103126, Biolegend), and anti-mouse Podoplanin-PE/Cy7(127412, Biolegend). Embryonic tissues were dissected and processed through the same antibodies. Following staining, cells were processed for FACs sorting.

### Immunofluorescent staining

Tissues were fixed overnight in 4% paraformaldehyde at 4 °C. The following day, organs were washed in PBS and cryoprotected in 30% sucrose overnight. Tissues were then embedded in Tissue-Tek O.C.T. Compound and sectioned at 10 µm on a cryostat. Frozen sections were washed with PBS to remove O.C.T. Antigen retrieval was performed on select slides using a pressure cooker. During retrieval, slides were soaked in citrate buffer (EMS, buffer B cat. # 62706–11 for cytoplasmic stains and buffer A catalog number 62706–10 for nuclear stains). The tissues were permeabilized in PBS with 0.1% Triton X-100 and blocked for 1 h at room temperature in 5% normal donkey serum. Primary antibody incubations were done at 4 °C. Slides were then washed in PBS, incubated in secondary antibody for 1 h at room temperature. Slides were then washed in PBS and mounted using Prolong Gold Mounting Medium containing DAPI. Images were obtained using an A1R Nikon confocal microscope and a Zeiss LSM 710 Confocal Microscope. The following antibodies were used: chicken anti-GFP (for Flk-GFP; Aves, GFP-1020, 1:500), goat anti-Cx40/Gja5 (Santa Cruz, sc-20466, 1:100), rabbit anti-Collagen IV (Millipore, AB756P, 1:400), goat anti-Nrp1 (R&D Systems, AF566, 1:100), rat anti-Plvap (BD Pharmingen, 550563, 1:100), goat anti-Sox17 (R&D Systems, AF1924, 1:100), rat anti-Endomucin (Santa Cruz, sc-65495, 1:100), rabbit anti-Aquaporin1 (Biorad, MCA2100, 1:100), rabbit anti-Tbx3 (Abcam, ab99302, 1:100), rabbit anti-Aplnr (Protein Tech, 20341–1-AP, 1:100), goat anti-Igfbp5 (R&D Systems, AF578, 1:100), goat anti-Igfbp7 (Abcam, ab129302, 1:100), rabbit anti-Six2 (Protein Tech, 11562–1-AP, 1:100).

### In situ hybridization

Fixed E15.5, E18.5, or P5 kidneys were dehydrated to 100% ethanol and embedded in paraffin before sectioning using a microtome. Sections were de-paraffinized in xylene, then rehydrated to PBS before being treated with 15 µg/mL proteinase K for 15 min and fixed in 4% PFA/PBS. Slides were then washed and incubated with a pre-hybridization buffer for 1 h at room temperature before being hybridized with the specific probes at 1 µg/mL overnight at 65 °C. The following day, slides were washed in 0.2x SSC then transferred to MBST, and blocked with 2% blocking solution (Roche) for at least 1 h at room temperature. Slides were then incubated with anti-Dig alkaline phosphatase-conjugated antibody (Roche, 1:4000) overnight at 4 °C. Next day, slides were washed 3x in MBST and NTMT before incubating with BM purple (Roche) for a color reaction. After the color reaction, slides were fixed with 4% PFA and mounted using Permount mounting solution. Images were taken using a Zeiss Axiovert 200M scope and a DP-70 camera from Olympus.

Fluorescent in situ hybridizations were performed following the same procedure up to SSC washes. Following the washes, slides were transferred to TNT and treated with 0.3% H_2_O_2_ for 30 min. Slides were then washed again in TNT and blocked in 1% blocking buffer (Perkin Elmer) for 1 h at room temperature. Slides were then incubated with anti-Dig peroxidase (Roche, 1:500), rat anti-PECAM, and rat anti-Endomucin antibodies overnight at 4 °C. Next day, slides were washed in TNT 3x before incubating with TSA Fluorescein Amplification Reagent (1:50 in Amplification Diluent, Perkin Elmer) for 15 min. Slides were washed in TNT following TSA incubation, incubated with goat anti-rat Alexa Fluor 555 for 2 h at room temperature, and then incubated in DAPI. Slides were washed in TNT and mounted using Prolong Gold Mounting Medium. The slides were imaged using an A1R Nikon confocal microscope

### Masson’s trichrome staining

Masson’s trichrome staining was performed by Histoserv, Inc. To fix the tissues, following euthanasia, mice were perfused with 25 mls PBS then 10 mls of 4% PFA/PBS through the left ventricle of the heart. The right atrium of the heart was severed to accommodate bleeding. Kidneys of the mice were then additionally fixed overnight in 4%PFA/PBS overnight at 4 °C. The following day, the kidneys were washed with PBS then stored in 40% ethanol before being shipped to Histoserv, Inc.

### Transmission electron microscopy

TEM was carried out by the Weill Cornell Medicine Electron Microscopy Core Facility per their standard protocols.

### Lentivirus protocol

The lentiviral vectors used to overexpress *TBX3* (pLV[Exp]-Hygro-hPGK > hTBX3[NM_016569.3]), GATA5(pLV[Exp]-Hygro-hPGK > hGATA5[ORF024149]), *PRDM1*(pLV[Exp]-Hygro-hPGK > hPRDM1[NM_001198.3]), and *PBX1*(pLV[Exp]-HygromPGK > mPbx1[ORF039780]) in our study was constructed and packaged by VectorBuilder (Cyagen Biosciences).

### Human umbilical vein endothelial cell culture

HUVECs were isolated from umbilical cords at the New York Presbyterian Hospital. The permission and approval for obtaining discarded or left over umbilical cords were obtained from institutional review board (IRB) at Weill Cornell Medicine. The IRB deemed the studies on HUVECs exempt from the requirement of informed consent. The primary HUVECs cultured on plates coated with gelatin in media consisting of M199 (Sigma, M4530), 10% FBS (Omega Scientific, FB07), 50 μg ml^−1^ endothelial mitogen (Alfa Aesar J65416), and 100 μg ml^−1^ heparin (Sigma, H3393).

### Clinical pathology analysis

Urine analysis and serum analysis panels were carried out by the Memorial Sloan Kettering Cancer Center laboratory of comparative pathology per their standard protocols. Urine was collected using metabolic chambers. Analysis of urine was normalized to the volume that was produced. Serum was collected retroorbitally via a heparin-coated capillary after mice were anesthetized with isofluorane.

### Glomerular filtration rate

In all, 100 mg of Inulin-FITC was boiled into 5 ml 0.85% NaCl then filtered into a Bio-Spin gel column. Mice were anesthetized with isofluorane, then retroorbitally injected with the Inulin-FITC solution (2 μl/g bw). Mouse tails were clipped and blood was collected at 0, 3, 5, 7, 10, 15, 35, 56, and 75 min post injection via a capillary coated with heparin. The blood was spun down then plasma was diluted 1:10 in 0.5 M HEPES. The concentration of FITC was then measured using a Spectra Max photometer (485 excitation and 538 emission). GFR was calculated in GraphPad Prism using a two-phase exponential decay function.

### Blood pressure measurement

Between the hours of 8–10 a.m., systolic blood pressure was measured using an IITC Life Science tail cuff plethysmography blood pressure system.

### Animal husbandry

All animal experiments were performed under the approval of Weill Cornell Medicine Institutional Animal Care and Use Committee (IACUC), New York, NY. The breeding and maintenance of animal colonies abided by the guidelines of the IACUC of Weill Cornell Medical College, New York, New York, USA. All experimental procedures followed the IACUC guidelines. Genotyping was carried out in the laboratory or the tails were sent to Transnetyx (transnetyx.com). To compare the phenotypes among different mouse genotypes, sex- and weight- matched littermates were used. The study used 4-month-old male mice. *Tbx3* mice (*Tbx3*^*tm3.1Moon*^)^37^, provided by Anne Moon (Weis Center for Research), were crossed with *Cdh5-Cre* (*Tg(Cdh5-cre)7Mlia*)^38^, from Luisa Arispe (UCLA) to produce *Tbx3*^*flox/flox*^*; Cdh5*^*Cre*^ mice (referred to as *Tbx3*^*ΔEC*^), and maintained as homozygous mice. The Cre allele was maintained in a heterozygous stage after it was bred in (Cre/+). Male littermates were used for all assays comparing control and *Tbx3*^*ΔEC*^ mice. *Flk1-eGFP* mice (*Kdrtm2.1Jrt*)^48^ were kindly provided from Ondine Cleaver at UT Southwestern Medical center. *R26R-Confetti* mice (*Gt(ROSA)26Sortm1(CAG-Brainbow2.1)Cle*) purchased from Jax and crossed to *Cdh5(PAC)-CreERT2* (*Tg(Cdh5-cre/ERT2)1Rha*) mice from Ralph Adams were kindly donated from Jason Butler at Weill Cornell Medicine.

### Human tissue data

Human kidneys used for glomerular endothelial cell isolation or histology were obtained as medical waste from a deceased-donor human kidneys that were not transplanted. The deidentified, discarded human kidneys used for research are not considered as “human subject research” as per the standard NIH definition. Hence no IRB approval of the protocol was required.

### Single-cell RNA-seq analysis

Cells were harvested from E17, P2, P7, Adult murine kidneys and were digested into single cells. A single-cell suspension was loaded into the Bio-Rad ddSEQ Single-Cell Isolator (BioRad, Hercules, CA) on which cells were isolated, lysed and barcoded in droplets. Droplets were then disrupted, and cDNA was pooled for second strand synthesis. Libraries were generated with direct tagmentation followed by 3′ enrichment and sample indexing using Illumina BioRad SureCell WTA 3′ Library Prep Kit (Illumina, San Diego, CA). Pooled libraries were sequenced on the Illumina NextSeq500 sequencer at pair-end read (R1: 68 cycles, sample index: 8 cycles and R2: 75cycles). Sequencing data were primarily analyzed using the SureCell RNA Single-Cell App in Illumina BaseSpace Sequence Hub. In particular, sequencing reads were aligned to the mouse mm10 reference genome using STAR aligner;^49^ cell barcodes were used to separate reads from different cells, and unique molecular identifiers (UMI) were used to remove duplicate reads that were actually derived from the same mRNA molecule. A knee plot was generated based on the number of UMI counts per cell barcode in order to identify quality cells separating from empty beads or noise, and a raw UMI counts table for each gene in each cell was then prepared. The raw counts table was fed into Seurat version 2.0.1 for clustering analysis^17^. Cells that have between 200 and 2500 detected genes were kept for downstream analyses. This filtering step was used to filter for high-quality single cells. Epithelial cells and perivascular cells were filtered based on the expression of *Cdh1/Epcam/Cdh16* and *Pdgfrb*, respectively. The resulting data was log-normalized in Seurat. To mitigate the effects of cell cycle heterogeneity in data, we followed a previously published approach by assigning each cell a score based on its expression of canonical cell phase markers and then regressing these out using Seurat. We also regressed out effects associated with the number of UMIs, mitochondrial content and ribosomal gene content. Principal component analysis (PCA) was performed on the top variable genes determined in Seurat, where the top 13 principal components were selected by choosing the inflection point in the Scree plot and were used for cell clustering and t-SNE projection. t-SNE plots were generated using R ggplot2 package.

### Pseudo-time analysis

Data was normalized and cells were filtered using tools available in the Seurat package, as described above. Normalized data was converted to an object useable by Monocle V2 in R. Low quality reads were detected as those with a minimum normalized expression of <0.1 and which were expressed in at least 10 cells. The dimensionality of the dataset was reduced with a DDR tree with the number of dimensions set at 13, defined according to the procedure listed above. The number of dimensions were selected by choosing the inflection point in the Scree plot. Cells were then ordered in pseudo-time and trajectories were plotted using Monocle 2.

### SCENIC

SCENIC^35^ was used according to the protocol previously described using the protocol in the SCENIC package in R. Briefly, the transcription factor network was defined based on co-expression and filtered using GENIE3 in R using the GENIE3 and GRNboost packages. Cells were first filtered to be those expressed in at least 1% of cells with a count value of at least 3. Targets for transcription factor regulons were then scored with RcisTarget. Cells were scored based on the activity of the gene regulatory network with AUCell and cells were clustered according to GRN activity with t-stochastic neighbor embedding using only high confidence regulons. Regulon activity was binned according to the activity above the AUC threshold. A one-way hierarchical cluster was drawn based on binned regulon activity using the stats package in R. Cells were ordered according to clusters defined in the Seurat package described above.

### Isolation of glomeruli from human kidney

Human kidney was decapsulated uniformly and minced into small fragments with scalpels. These small fragments were then digested with 1 mg/ml collagenase III in RPMI medium at 37 °C for 40 min with mild rotation. The specimens were then gently pressed with a flattened pestle and passed through a 100-µm cell strainer. After washing with complete medium (RPMI + 10% FBS) for three times, glomeruli were collected and centrifuged at 55 × *g* for 5 min. The emerging suspension contained uniformly decapsulated human glomeruli with minimal disintegration.

### Affinity propagation clustering

APC was performed according to pipelines published by McMillan et al^15^. Replicate values were collapsed by the median expression value. As input to the algorithm, cells were clustered by the top 20% of the most highly variant transcripts, corresponding to 3331 genes.

### RNAseq normalization pipeline

As a part of our standard RNA-seq pipeline, Fastq files were quality checked with FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and reads were processed to remove adapter sequences with BBtools (https://jgi.doe.gov/data-and-tools/bbtools/). Reads were aligned to the mm10 mouse genome or the hg38 human genome with STAR v2.5.3a^49^. Aligned files were sorted and indexed with samtools v1.5^50^, and count files were generated with HTseq v0.9.1^51^. Counts were imported to R v3.4.0, batch corrected and normalized with the EdgeR package^52^. The limma^53^ package was used to calculate differential expression and assign *p* and *q*-values.

### Pathway analysis

Genes were associated as being differentially expressed between conditions if the limma derived *p*-value was <0.001 and the log_2_ fold change was >1. Gene sets were curated from Broad MSigDB V3 (Kegg, Reactome, GO)^54^ or CORUM^55^ databases and filtered for gene sets containing between 5 and 200 members. The sets of transcription factors were defined from the transcription factor classification database (http://www.tcdb.org/) and the sets of membrane proteins were defined from the DBD database^26^. Growth factors were curated from the lists of secreted proteins in the human protein atlas. A hypergeometric test was used to calculate enrichment of gene sets in lists of genes and *p*-values were adjusted for false discovery rate.

### Other statistical analyses

Hierarchical clustering was performed using the stats package in R.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Software 1

Reporting Summary

## Data Availability

All bulk and single-cell expression matrices have been deposited under Gene Expression Omnibus with the accession numbers GSE129005 and GSE137786. Other associated raw data are available in Supplementary Data 1–8. All data are available from the corresponding authors upon reasonable request.

# Supplementary material for: Molecular determinants of nephron vascular specialization in the kidney
**Source:** Nat Commun. 2019 Dec 13;10:5705. doi: 10.1038/s41467-019-12872-5
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary figure legends**

Molecular determinants of nephron vascular specialization in the kidney

David M. Barry et al.

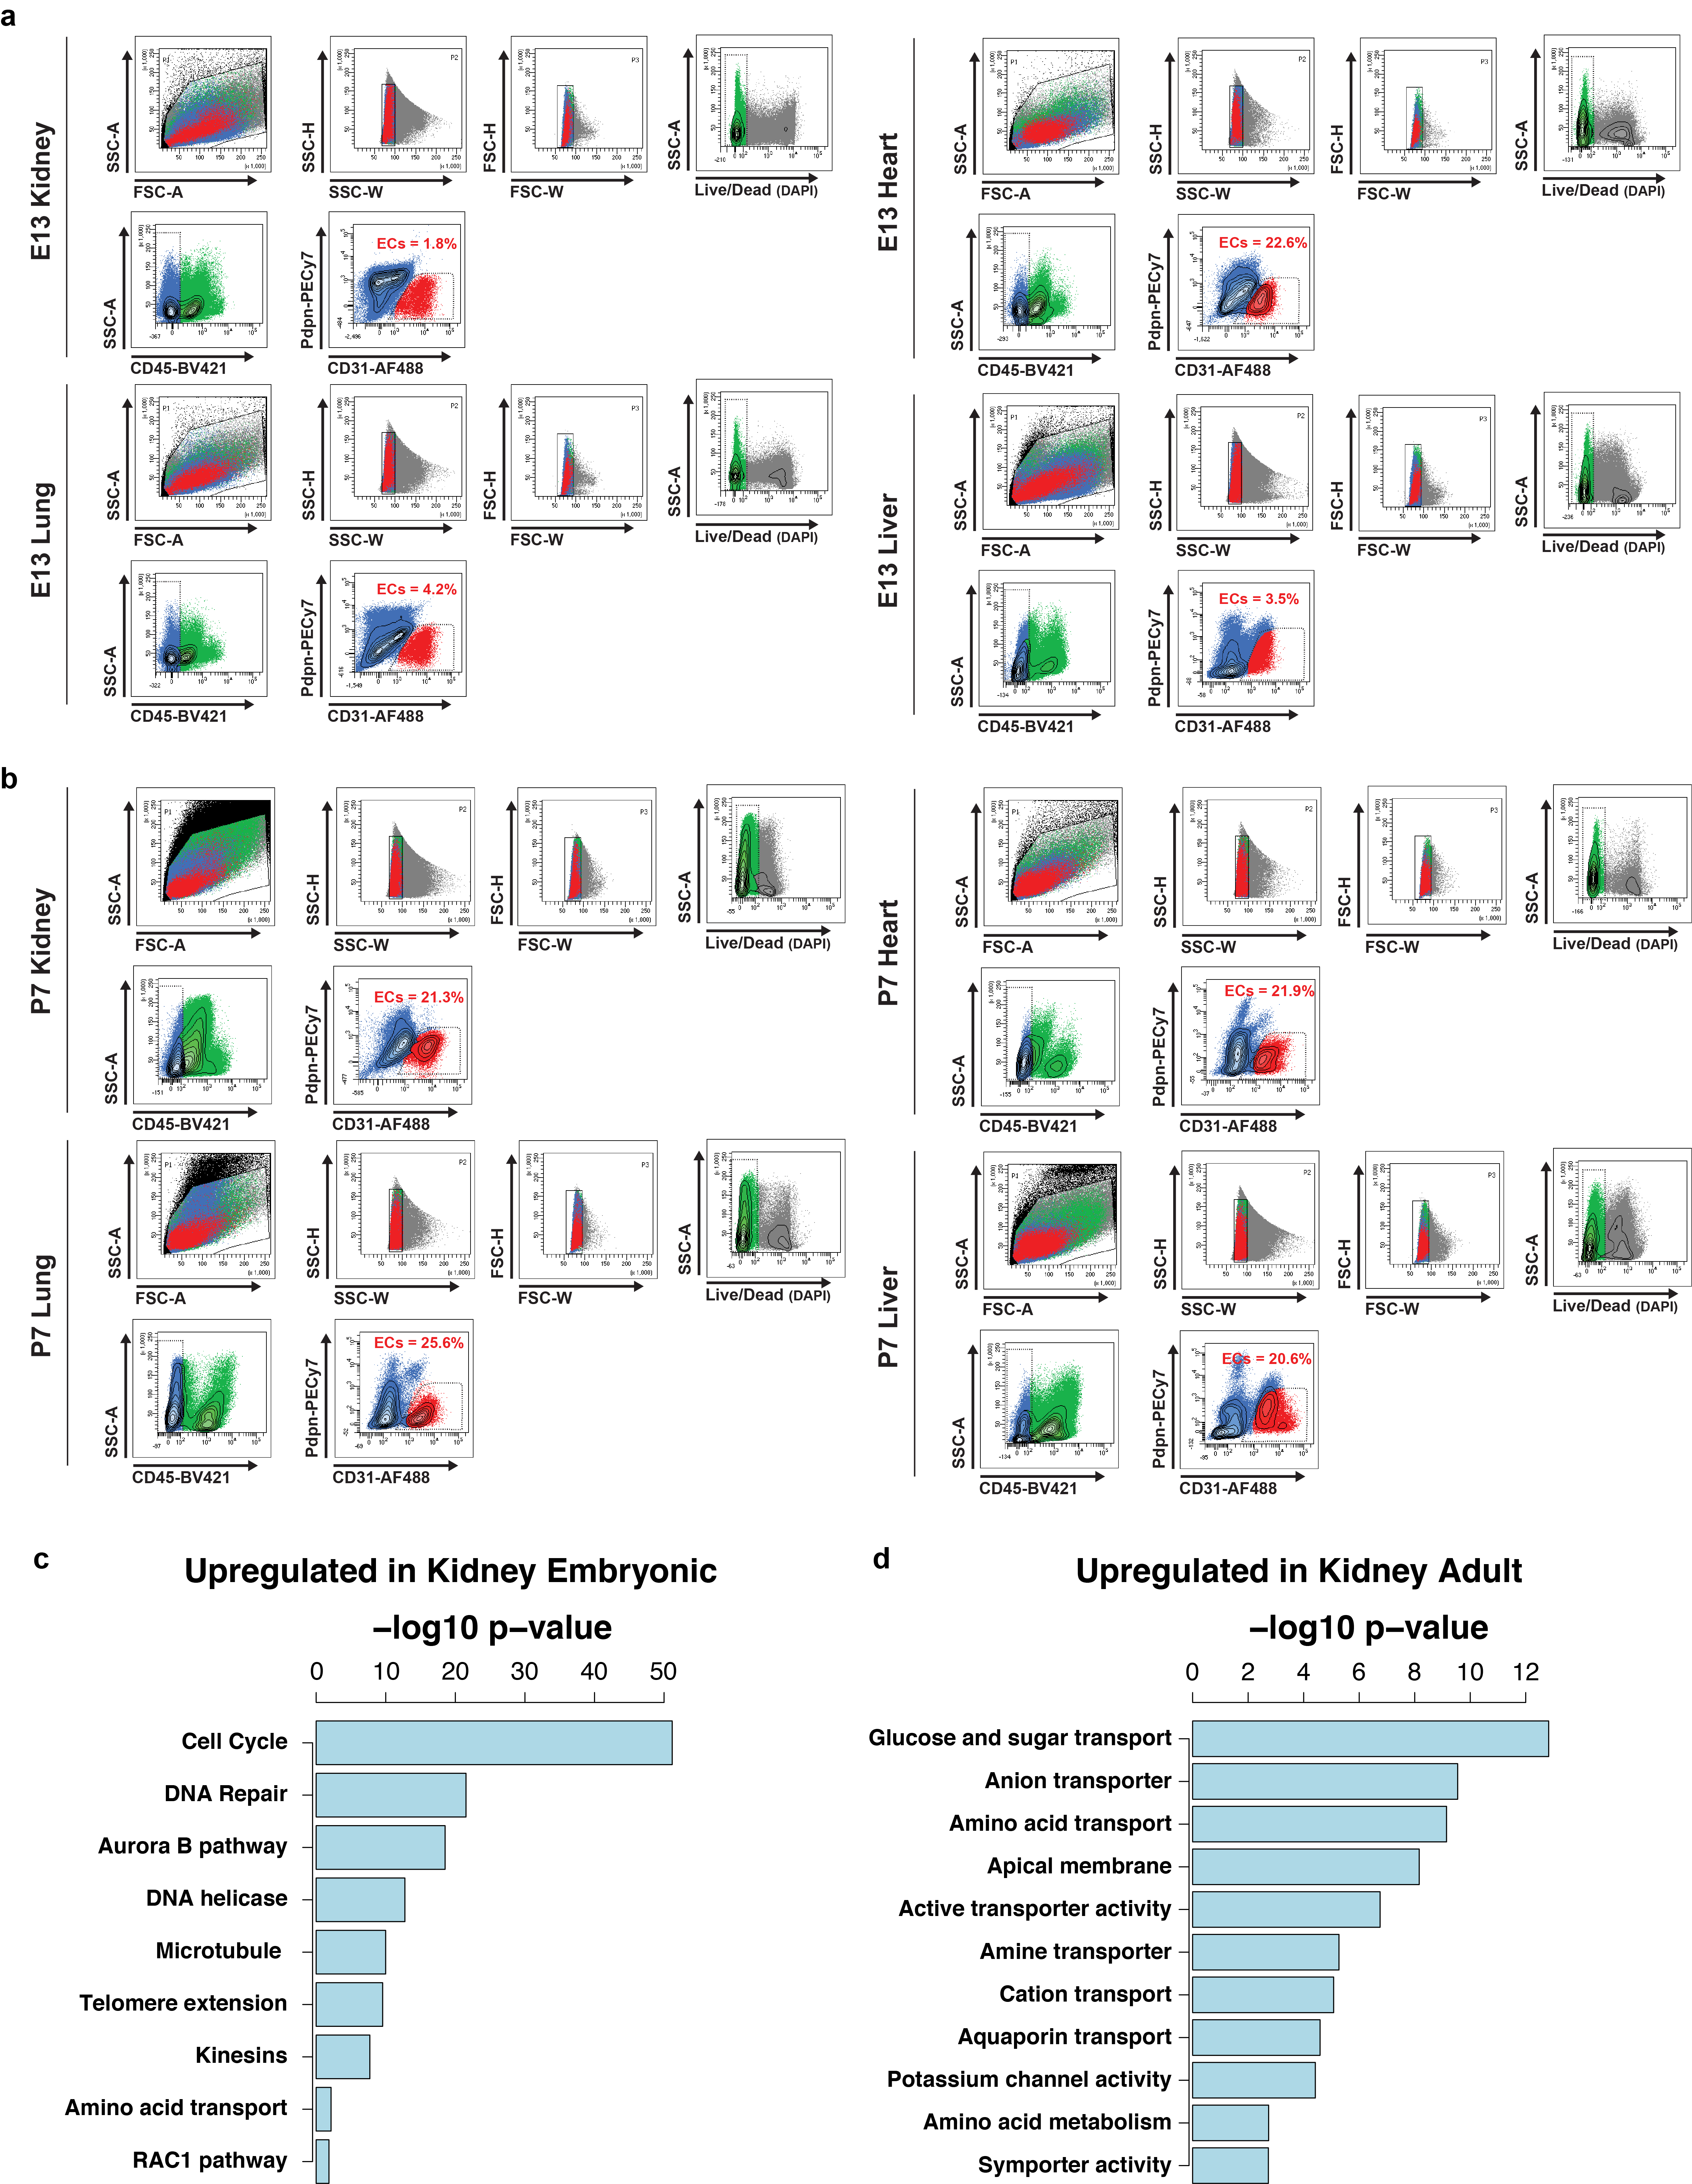

**Supplementary Figure 1: RNA sequencing analysis, related to Figure 1**

a-b) Fluorescent activated cell sorted plots used to isolate endothelial cells (E13 and P7 stages shown).

c-d) –log_10_ p-values for the enrichment of annotated pathways in lists of genes found to be over-expressed (p<.001; FC>2 fold) in the kidney at E13-E17 stages of development (c) or adult stages (d) relative to the heart, liver or lungs.

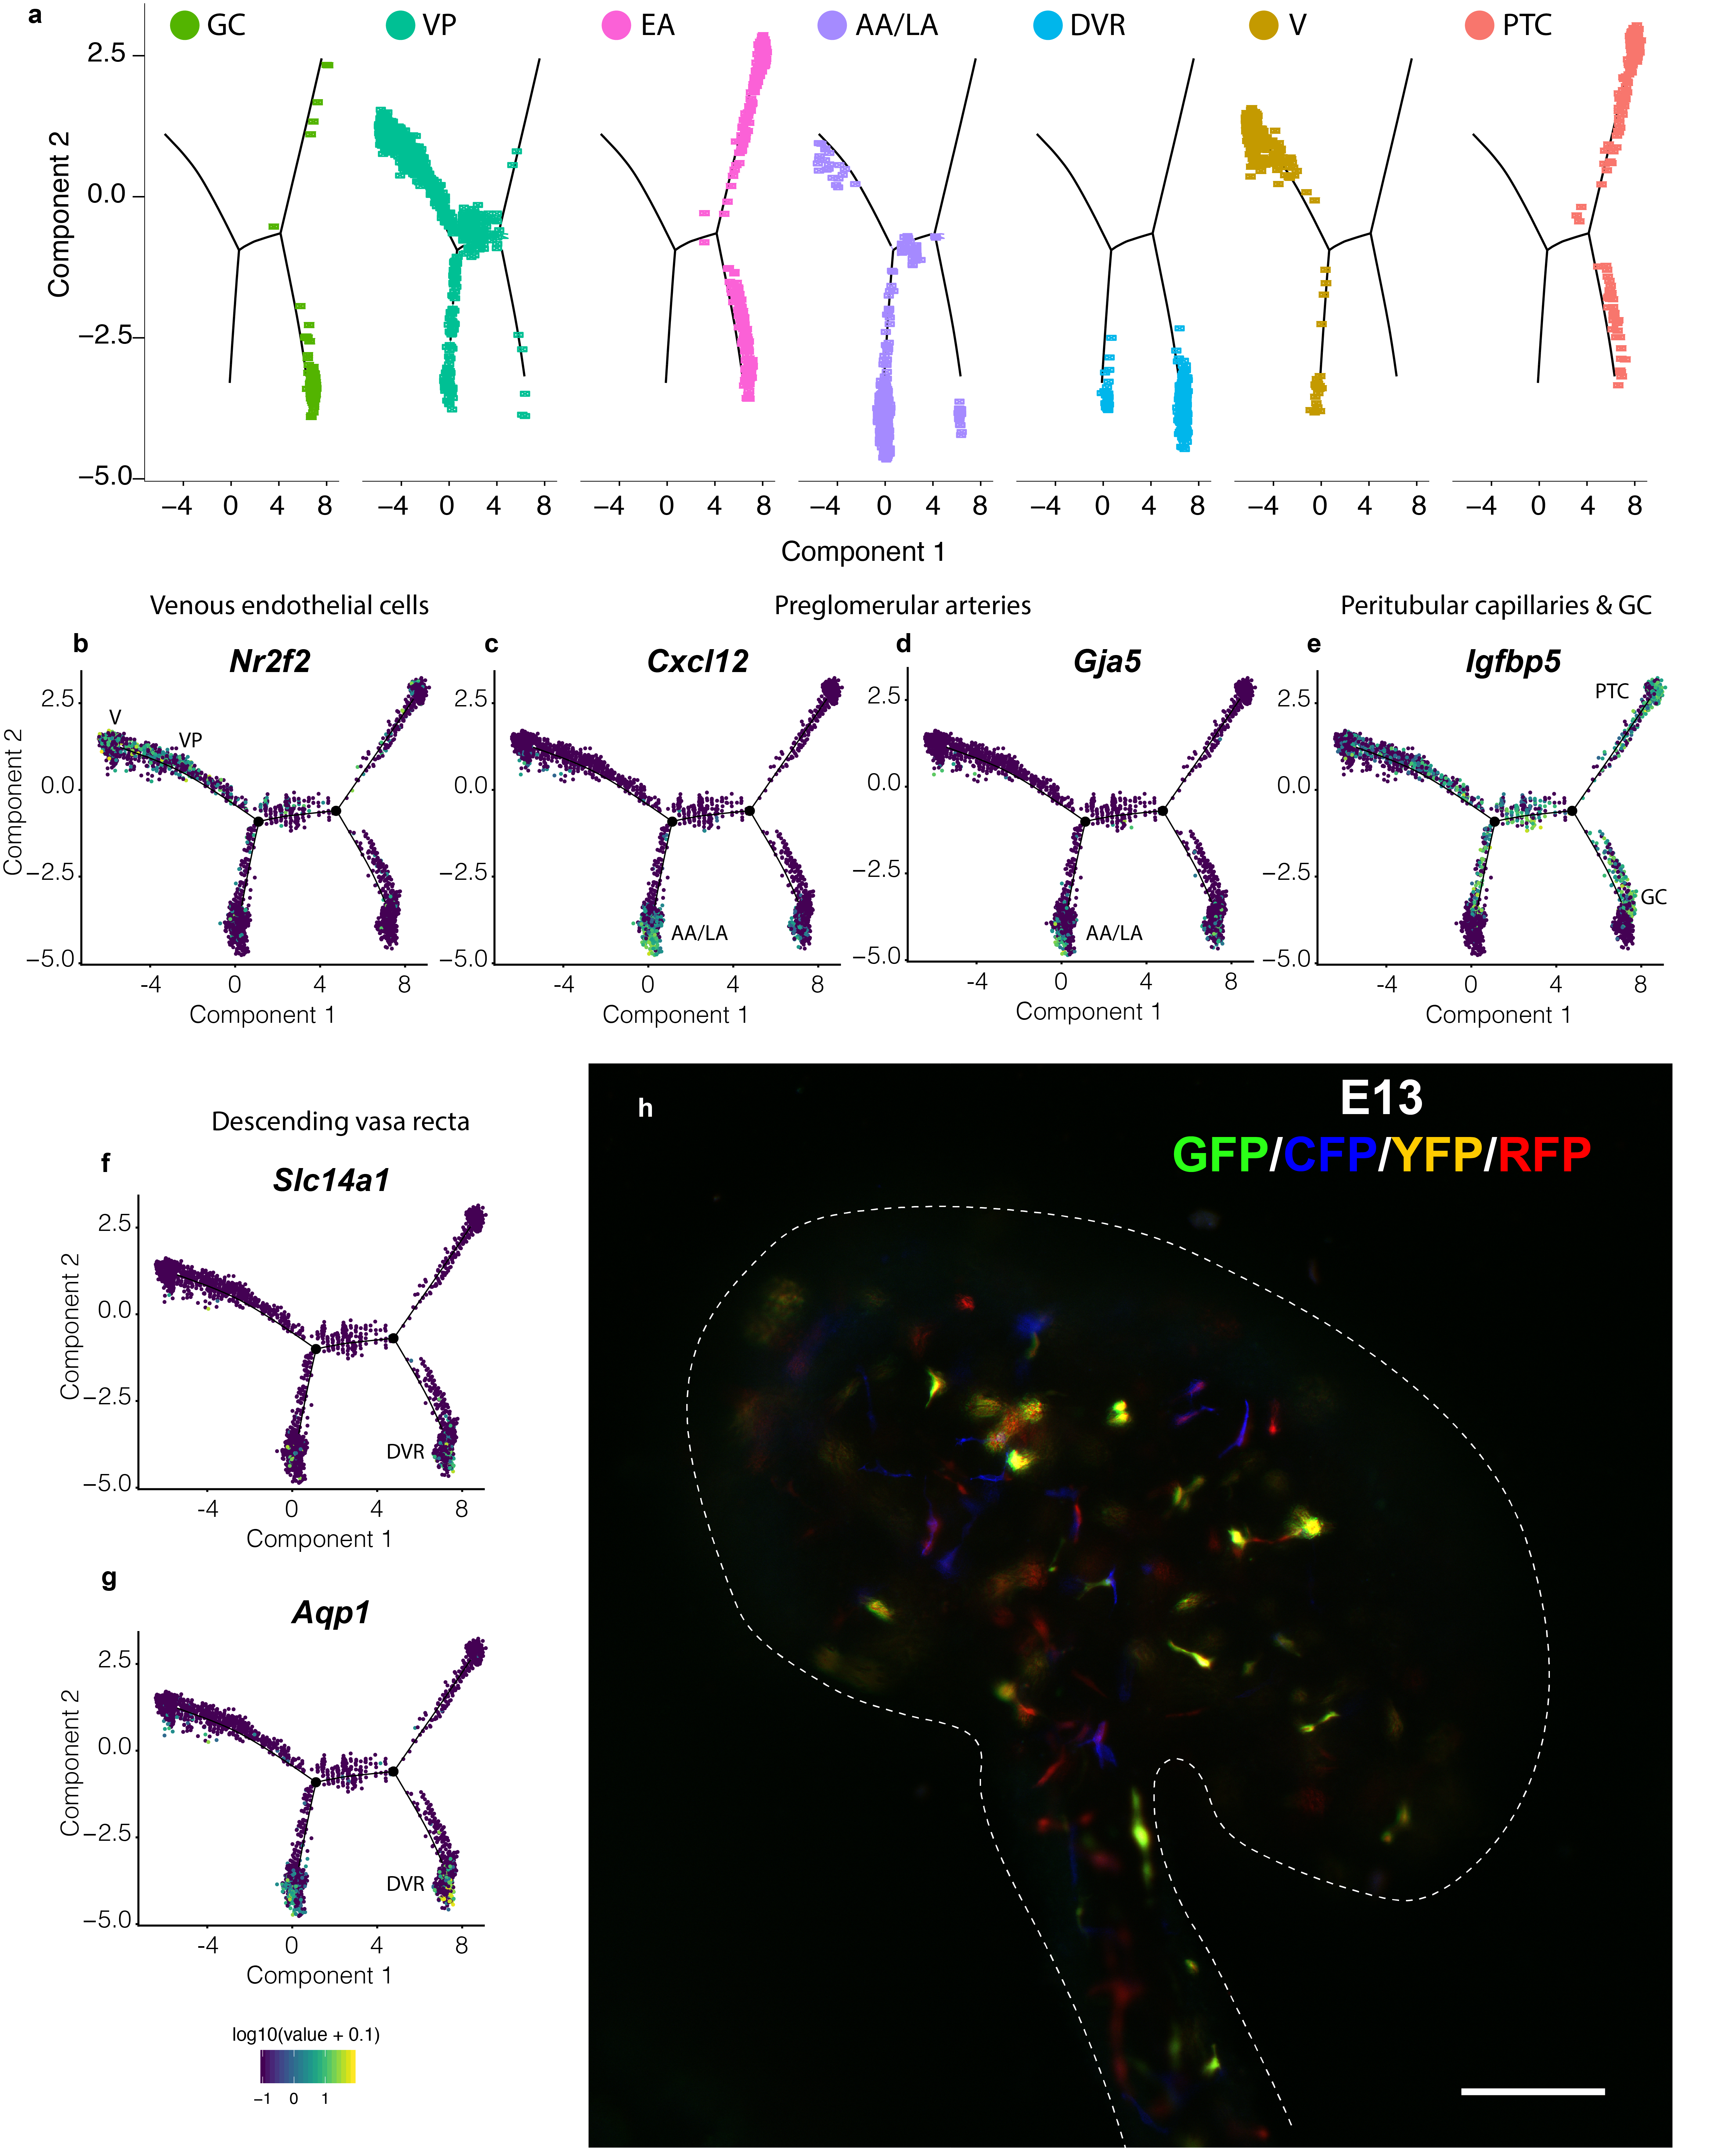

**Supplementary Figure 2: Pseudotime cell fate trajectories, related to Figure 2**

1. Pseudotime trajectory of vascular differentiation in the kidney. Cells corresponding to kidney vascular subtypes are shown here separately. VP, vascular progenitor; PTC, peritubular capillary; AA/LA, afferent arteriole/large arteries (preglomerular); AVR/V, ascending vasa recta/venous blood vessels; EA, efferent arteriole; GC, glomerular capillaries; DVR, descending vasa recta.

b-g) Pseudotime trajectory plots denoting the expression of genes enriched in particular vascular clusters. Plots include Nr2f2 in veins and vascular progenitor cells (b), Cxcl12 and Gja5 in afferent arterioles and other large preglomerular arteries (c-d), Igfbp5 in maturing capillaries and glomeruli (e), and Slc14a1 and Aqp1 in the DVR (f-g).

1. R26R-Confetti E13 kidney pulsed with tamoxifen at E11 (48hrs total, n=4). Single separated cells roughly appeared to be labeled by a single fluorescent reporter. Scale bar 30μm.

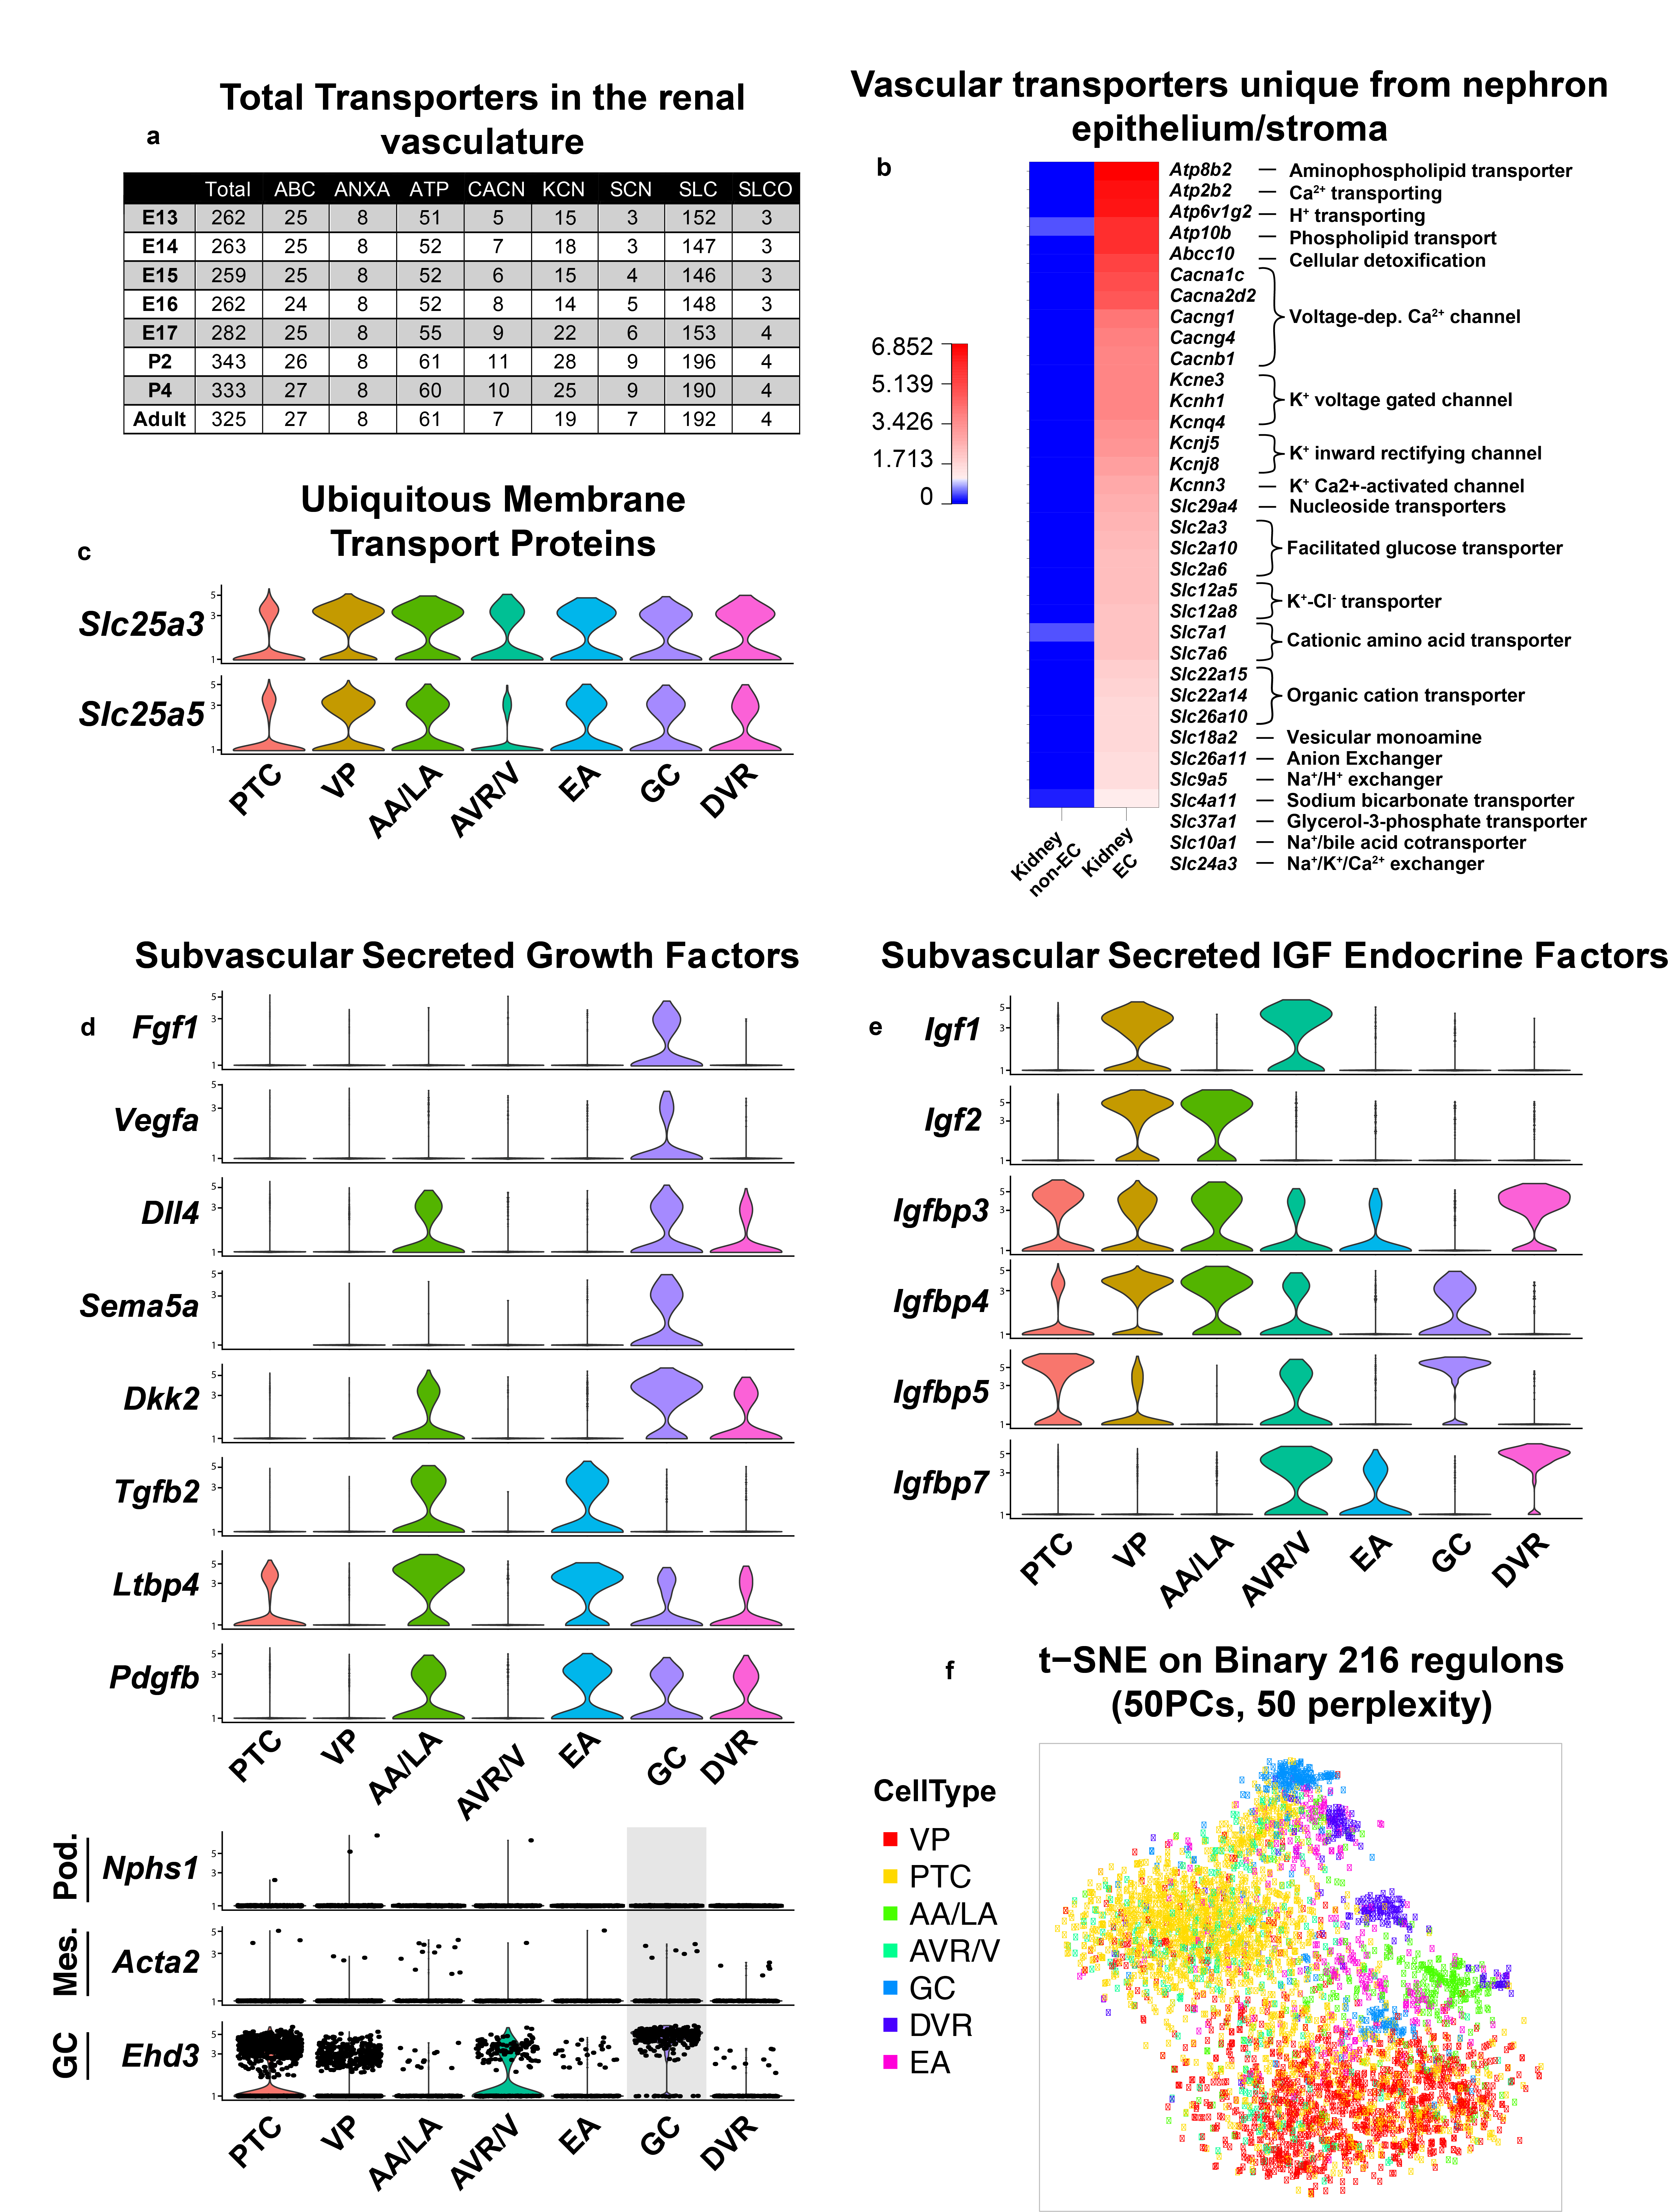

**Supplementary Figure 3: Transcriptional ontology zonation, related to Figure 3**

1. Number of total expressed transporters from each of 7 different transporter classes expressed at each stage of development.
2. Heatmap relating expression of the 34 transporters found to be uniquely expressed in the kidney vasculature in compared to kidney non-endothelial cells.
3. Violin plots of normalized single cell RNA expression profiles denoting ubiquitous membrane transport proteins in the kidney vasculature. Cells are colored according to expression of *Slc25a3* and *Slc25a5.* VP, vascular progenitor; PTC, peritubular capillary; AA/LA, afferent arteriole/large arteries (pre-glomerular); AVR/V, ascending vasa recta/venous blood vessels; EA, efferent arteriole; GC, glomerular capillaries; DVR, descending vasa recta.
4. Violin plots of normalized single-cell RNA expression profiles denoting key kidney subvascular growth factors. Transcripts for *Nphs1* or *Acta2* markers were not present in the glomerular capillary cluster suggesting podocytes or mesangial cells, respectively, are not contaminating the glomerular endothelial cell cluster.
5. Violin plots of normalized single-cell RNA expression profiles denoting IGF family endocrine factors and their regulatory binding proteins.
6. SCENIC results represented after dimensionality reduction tSNE. Endothelial cells were found to similarly generate the kidney vascular subtype clusters described using transcription factor-gene regulons.

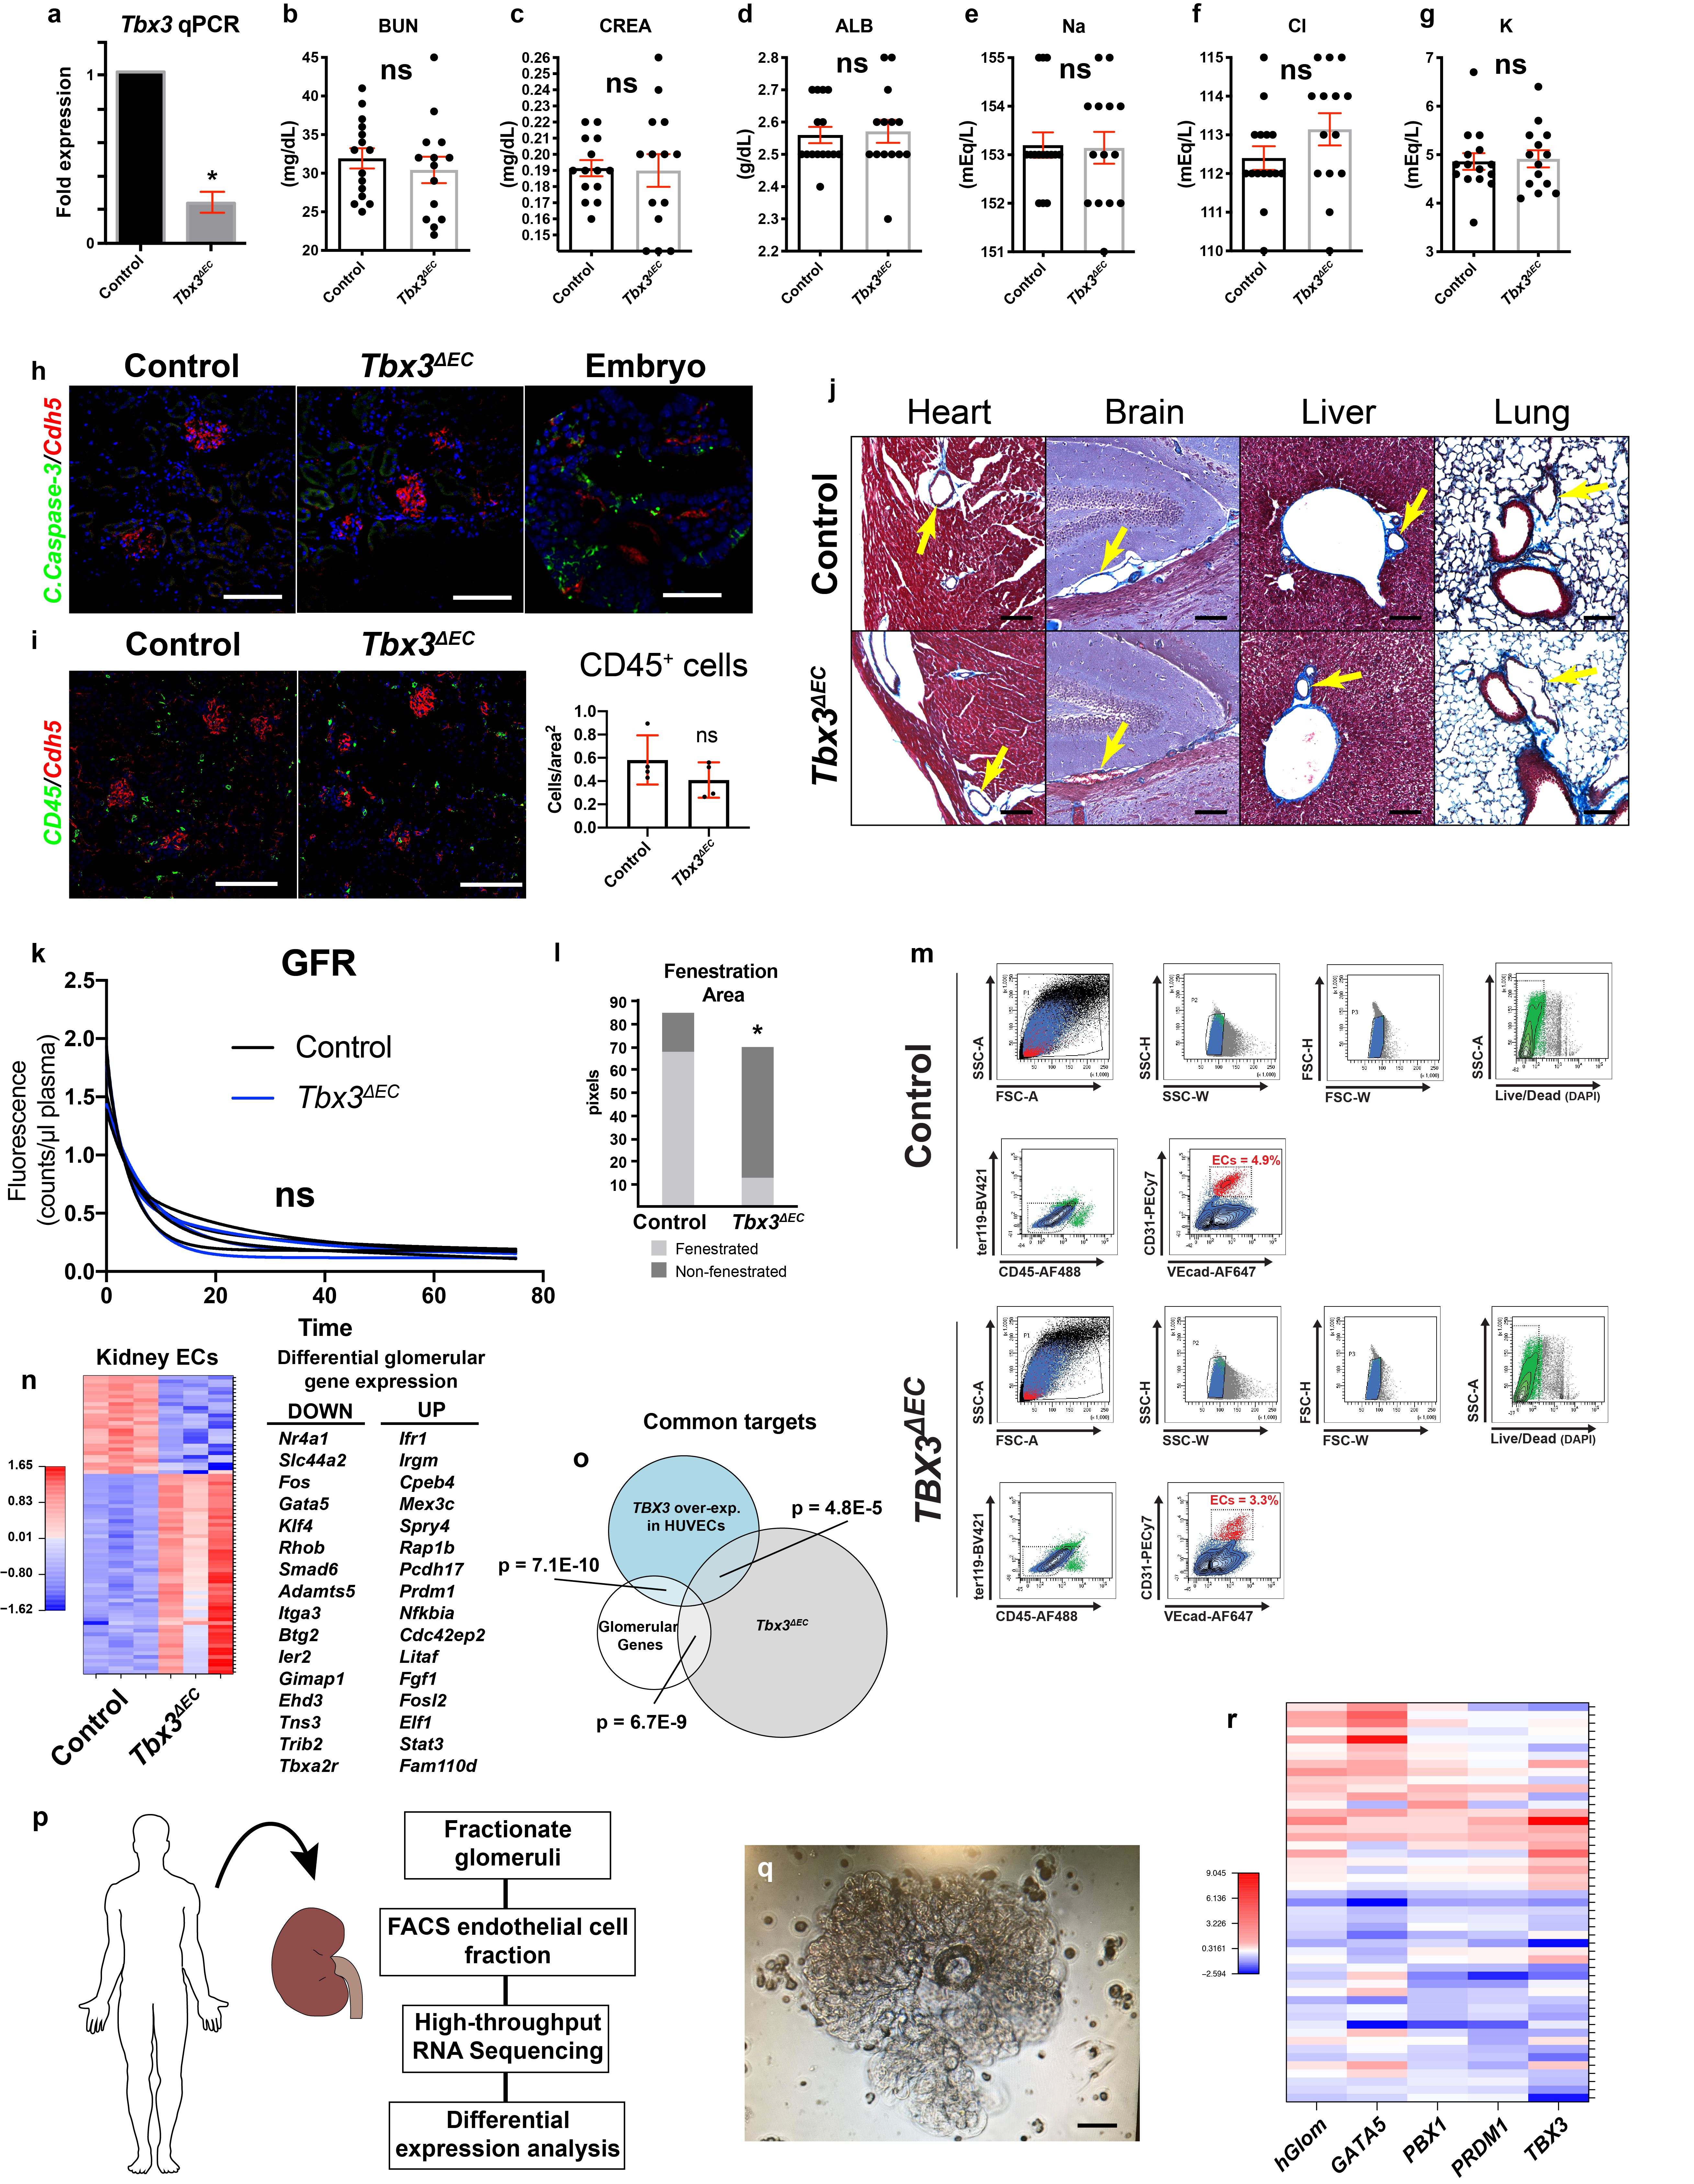

**Supplementary Figure 4: Tbx3 is necessary for GC specification, related to Figure 4**

1. Tbx3 qPCR on Fluorescent activated cell sorted control and *Tbx3^∆EC^* endothelial cells. n = 3. *** =p<.001 unpaired student t-test. Error bars, standard error of the mean.

b-g) Serum analysis panel (control n = 15, *Tbx3^ΔEC^* n = 14). b) Blood urea nitrogen (BUN), c) Creatinine, d) blood albumin (ALB), e) Sodium (Na), f) Chloride (Cl), g) Potassium (K) ns = not significant, * =p<0.05 unpaired student t-test. Error bars, standard error of the mean.

h) Antibody staining of Cleaved Caspase 3 on control and *Tbx3^ΔEC^* mice glomeruli. Natural apoptosis in E9 embryos (positive control). Kidney scale bar 20μm, embryo scale bar 10μm.

1. CD45 antibody staining. Quantification of the stainings. n = 3 mice, 8 fields of view under 40x magnification. ns = not significant, unpaired student t-test. Scale bar 50μm. Error bars, standard error of the mean.
2. Masson’s Trichrome staining of control and *Tbx3^ΔEC^* mice heart, brain, liver, and lung tissue. Yellow arrow indicates arteries. n=4 Control and KO. Scale bar 100μm.
3. Glomerular filtration rate of control and *Tbx3^ΔEC^* mice. n=4 control and KO. ns, not significant, unpaired student t-test.
4. Quantification of the length of fenestrations within glomerular capillaries with microaneurysms. N = 3 kidneys for control and *Tbx3^ΔEC^* mice, 5 fields of view each. * = p < 0.05 unpaired student t-test.
5. Fluorescent activated cell sorted plots used to isolate kidney endothelial cells from control and *Tbx3^ΔEC^* mice.
6. Heatmap relating expression (z-scores) of the genes differentially expressed (p<.05) between control and *Tbx3^∆EC^* endothelial cells (n=3). Select top-ranked genes on right.
7. Euler plot between genes significantly downregulated with Tbx3 overexpression in HUVECs, glomerular specific genes, and genes upregulated in *Tbx3^∆EC^* cells. hypergeometric test p-values for the overlap are indicated.
8. Diagram denoting the workflow to sequence the bulk transcriptome of human glomerular capillaries.
9. Human kidney glomerulus isolated via the glomerular fractionation protocol. Scale bar 20μm.
10. Heatmap representing the top significantly up or downregulated genes in response to each transcription factor (n=3). Human glomeruli (hGlom) are included as a comparator. Values are fold change compared to empty-vector (ALL = collective overexpression of all 4 TF’s)

# Supplementary material for: Molecular determinants of nephron vascular specialization in the kidney
**Source:** Nat Commun. 2019 Dec 13;10:5705. doi: 10.1038/s41467-019-12872-5
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Normalized counts of the bulk RNAseq data.

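The normalized values of Supplementary Data 1 come from the paper's counts after batch correction, whereas the deposited table gives FPKM, so levels cannot be set side by side and only the ranks of genes were compared. The part used here holds 1302 of 16654 rows in alphabetical order, with 48 columns of which 3 are adult lung ECs and 4 adult kidney ECs. For the 1252 genes also found in the FPKM table, the rank of the mean of the paper's 3 adult lung columns was compared with log2(FPKM + 1). Spearman's rho across genes was 0.914 for S38, 0.912 for S44 and 0.911 for S52, and 0.922 for the mean of the 3 libraries. The columns do not carry the library names, and no column was paired with a library.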

File Name: Supplementary Data 2

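The adult kidney sheet of Supplementary Data 2 gives a log2 fold change and an average expression for each gene. With 4 kidney samples set against 3 organ means, as its notes describe, the average of heart, liver and lung on the paper's log scale follows as the average expression minus 4/7 of the log2 fold change. Across the kidney-enriched genes this implied level rose with the deposited lung values, with a Spearman's rho of 0.656 against mean log2(FPKM + 1) (325 genes; two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). This is a relation across genes, which are not independent replicates, and the lung samples are part of the implied average. For 106 genes the implied level was under 0.01, the bottom of the paper's log scale, and their median in lung ECs was 0.0179 FPKM, against 0.314 FPKM for the rest. Among the alternatives tried, keeping only the genes with an adjusted p-value below 0.01 in the paper's sheet moved rho most, to 0.545, in the same direction.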

Description: Differential gene expression among the kidney and heart, liver and lung vasculature for adult and embryonic stages.

File Name: Supplementary Data 3

Description: Raw counts of the single-cell RNA seq data.

File Name: Supplementary Data 4

Description: Normalized counts of the single-cell RNA seq data.

File Name: Supplementary Data 5

Description: Differential expression of genes enriched in different vascular subtypes in the kidney.

File Name: Supplementary Data 6

Description: Profiling of transcription factor, angiocrine factor, and solute transporter gene expression in different kidney vascular subtypes.

File Name: Supplementary Data 7

Description: Differential expression of genes expressed between control and Tbx3 $\Delta$ EC kidney blood vessels.

File Name: Supplementary Data 8

Description: Differential expression of genes after over expression of control or TBX3, GATA5, PRDM1, PBX1, constructs or all the factors combined in human umbilical vein endothelial cells.

File Name: Supplementary Software 1

Description: SeuratV2 code used for processing and normalizing single cell counts matrices.

How the deposited data were processed for this re-analysis (not part of the article)

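The data re-analysed are bulk RNA-seq values of adult lung ECs sorted from male C57BL/6J mice aged 6 to 8 weeks, in 3 libraries (S38, S44 and S52) of 1 condition. The mapping of libraries to the condition was taken from the sample labels and the paper. The kidney, heart and liver ECs, the embryonic and postnatal stages, the single cells, the *Tbx3* mutants and the HUVECs were not analysed here, so claims about them carry no added values and no difference between conditions was tested.

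The authors deposited FPKM values per gene symbol on the mm10 genome. The paper describes adapter removal with BBtools, alignment with STAR, sorting with samtools and counting with HTSeq, followed by batch correction and normalization of the counts with the authors' tool edgeR and tests with limma. Its text does not name the tool or the gene annotation behind the FPKM values, and no batch correction or further scaling is stated for them. The columns sum to 1153890 FPKM in S38, 1603596 FPKM in S44 and 1419351 FPKM in S52. Much of each sum comes from 1286 short noncoding genes, recognised by their symbols with a rule chosen after the values were seen, which took 59.6% in S38, 70.2% in S44 and 66.8% in S52. FPKM divides by gene length, which raises the values of very short genes. At the depths estimated here, that division alone would not give the largest of them from few fragments. What else raises them was not tested. Genes listed at 0 numbered 8324, 8119 and 9923, and genes at 1 FPKM or above numbered 11950, 11678 and 11268, in the same order. No gene symbol was repeated. All per-sample columns of the table were used (0 left out).

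The values were read as deposited, with no rescaling in the main results. The test statistics used log2(FPKM + 1), a pseudocount of 1, on which changes of low genes are understated. Means, SDs, ranks, shares and counts used the FPKM scale. A gene was called detected at a mean of at least 1 FPKM. Because FPKM values are not counts, no count model was fitted. Depth was estimated from the values themselves: for genes with a single basic GENCODE M21 transcript of 800 to 4000 bp, FPKM multiplied by length minus a correction (150 bp in S38, 160 bp in S44 and 170 bp in S52) was searched for the step that makes low values whole numbers of fragments. This method was chosen after the values were seen, and it is an estimate. On simulated counts for 7077 genes it recovered 3 known depths with an error of at most 0.103%. Limits for a value of 0 use 3 fragments and cover counting error only. Genomic positions are those of GRCm38 in GENCODE M21, where 23310 of 24346 symbols (95.7%) were found.

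Kidney-enriched genes were those of the adult kidney sheet in the paper's Supplementary Data 2 with a p-value below 0.001 and a log2 fold change above 1, the thresholds of the paper's methods. The lowest log2 fold change in the sheet is 2.00, so the threshold of 1 removed no gene. Symbols were matched directly or by a RefSeq synonym, and 2 of 327 had no match. Transporters were chosen by symbol prefix, since the paper's text does not list its own set. Their share below 1 FPKM was compared with that of the other kidney-enriched genes by a two-sided Fisher's exact test. The level of the other organs implied by the sheet was compared with lung FPKM by Spearman's rho with 100000 permutations. Markers of the 7 kidney EC clusters of Supplementary Data 5 were compared with 10000 random lists of the same size from all 2073 markers, two-sided, with Benjamini-Hochberg adjustment over the 7 clusters. On simulated data, 7% of 100 unchanged lists and 100% of 100 lists raised by 1 had a p-value below 0.05 in that test. The simulated lists were tested singly, unlike the 7 overlapping cluster lists. These rates therefore do not cover markers shared between lists. The permutation test of rho gave a p-value below 0.05 in 1% of 100 unrelated and 100% of 100 related sets. Supplementary Data 1 was held in part, so only a rank correlation over shared genes was computed and no overlap was tested.

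The tests of kidney-enriched genes, transporters, other-organ levels and cluster markers, the alternatives, the rule for named genes and the 15 lineage lists were set before the data were examined. The named genes are *Tbx3*, *Tbx2*, *Gata5* and *Prdm1*, the antibody targets, the genes of Fig. 3a and Fig. 3d, the genes of the lineage lists, the 5 kidney-enriched genes and 5 kidney-enriched transporters highest in lung, the 10 genes with the highest mean, and the 5 with the largest ratio between libraries among genes with a mean of at least 10 FPKM. *Rps27*, *Rps27rt* and the highest genes apart from short noncoding ones were added after their values were seen. A few genes that this rule covers are not reported here. The lineage lists are endothelial, lung capillary endothelial, lymphatic endothelial, alveolar type 2, alveolar type 1, airway, leukocyte, erythroid, platelet, mural, fibroblast, mesothelial, nephron epithelial, dissociation stress, and X and Y linked genes. Further lists of platelet, alveolar type 2, mural, fibroblast and endothelial genes were written after the first lists had been seen and before their own values were. *Hbb-bt*, in the erythroid list, has no row in the table.

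The alternatives were leaving out each library in turn, rescaling each library to a sum of 1000000 (a TPM-like value), scaling by the upper quartile of genes above 0, detection thresholds of 0.1, 0.5, 3 and 10 FPKM or in every library, all genes of the kidney sheet or those with an adjusted p-value below 0.01, transporters by the Slc prefix alone, a pseudocount of 0.1, a minimum mean of 0.1 FPKM, and markers listed for 1 cluster only. Scripts ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.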

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

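The platelet, alveolar type 2, airway, dissociation stress and fibroblast lists written first have all their genes at 1 FPKM or above in every library, far above the limit that a count of 0 allows, and the paper does not analyse these genes in lung ECs. The second lists serve as tests only, and *Gp5*, *Chia1* and *Kcnj8* in them were below 1 FPKM in a library. The tests on the second platelet, endothelial, mural, fibroblast and alveolar type 2 lists were written before the values of those lists were seen, and the test on depth was chosen after. The tests were written against the mean of S38 and S44, and S52 is set against each of these libraries separately instead, a change made after the values were seen. All ratios are medians of log2 ratios of FPKM + 1 over the genes of a list. All 3 libraries are of 1 condition, so no biological explanation was tested.

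The median of the platelet list (*Ppbp*, *Pf4*, *Itga2b* and *Gp9*) was 154 FPKM over the 3 libraries, with 111 without S38, 125 without S44 and 227 without S52. None of the list's genes is in the kidney EC cluster lists or another list here. *Ppbp* was at 1054 FPKM in S38, 778 FPKM in S44 and 16.0 FPKM in S52. The second platelet list, of 9 genes with 1 in the kidney EC cluster lists, had medians of 65.5, 50.5 and 3.48 FPKM in that order and an overall median of 39.8 FPKM. Its ratio of S52 was -3.93 to S38 and -3.83 to S44, and its least affected gene was at -2.41 and -2.02. Several explanations are argued against as the whole cause. Library scaling would move endothelial genes too, but the second endothelial list, of 8 genes all in the kidney EC cluster lists and with a median of 179 FPKM, was at -0.13 and -0.16. The estimated depth of S52 differed by -0.14 from S38 and -0.18 from S44. A lower share of ECs in S38 and S44 would raise other cell types alike. However, the second mural and fibroblast lists, 12 genes together, were at -0.058 to S38 and 0.52 to S44. Their lowest gene was at -1.57 and -1.72. Lists of some other non-endothelial cells did fall in S52 against S38 and S44. These were the alveolar type 2 (-2.34 and -1.46), airway (-1.80 and -1.69) and leukocyte (-1.22 and -0.997) lists. A rise of all other cells alike is therefore argued against, while a rise of several of them in S38 and S44 stays open. The median of the second mural list was 6.94 FPKM and that of the second fibroblast list 10.8 FPKM. A candidate explanation that remains is that fewer platelets, or less of their RNA, entered S52. Whether this comes from the mouse, the blood left in the tissue or the sort is open.

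The median of the alveolar type 2 list was 112 FPKM, with 77.6 without S38, 108 without S44 and 152 without S52. Its most abundant gene, *Sftpc*, was well above most endothelial genes in S38 and S44. None of its 5 genes is in the kidney EC cluster lists. The second alveolar type 2 list, of 7 genes and a median of 25.3 FPKM, had a ratio of S52 of -2.20 to S38 and -1.78 to S44. This is consistent with less alveolar type 2 material in S52, either cells that passed the sort or RNA released by dissociation, and the values do not separate these. Whether the fall extends to alveolar epithelium as a whole stays open, since the type 1 genes went both ways. *Ager*, at 43.3, 33.4 and 66.0 FPKM, and *Rtkn2*, at 0.851, 0.149 and 3.07 FPKM, were highest in S52. *Hopx* and *Aqp5* were lowest there. The endothelial ratios given for the platelet genes argue against library scaling here as well.

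The median of the airway list was 35.0 FPKM, with 27.8 without S38, 29.3 without S44 and 47.8 without S52. None of its 5 genes is in the kidney EC cluster lists. Its most abundant gene, *Scgb1a1*, was at 2669, 2213 and 378 FPKM in S38, S44 and S52. The ratio of S52 was -1.80 to S38 and -1.69 to S44, in the same direction as the alveolar type 2 genes. No other airway list was tested, and the source of these transcripts is open.

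The median of the dissociation stress list (*Fos*, *Fosb*, *Jun*, *Junb*, *Egr1*, *Atf3*, *Hspa1a*, *Hspa1b* and *Ier3*) was 337 FPKM, with 271 FPKM in S38, 384 FPKM in S44 and 363 FPKM in S52. The highest was *Ier3* at 1294 ± 516 FPKM (SD, n = 3). All 9 genes are also in the paper's kidney EC cluster lists. No library was made without dissociation, so a response to the procedure was not tested against expression in the tissue.

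The median of the fibroblast list was 8.59 FPKM, from *Col1a1* at 5.57 ± 1.02 FPKM to *Dcn* at 34.2 ± 13.8 FPKM (SD, n = 3 for each). None of its 4 genes is in the kidney EC cluster lists. The ratio of S52 was -0.36 to S38 and -0.061 to S44, so the list does not follow the platelet genes. The source of these transcripts was not tested.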

How the results depend on the processing

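Of 73 comparisons of a main result with an alternative that could move it, 51 kept their side of the threshold or moved by less than the spread between libraries (1.5 times for counts), 18 moved further and 4 lost significance, none changing direction. Among named genes, lists, clusters and pairs of libraries, 906 stayed, 89 moved, 3 lost significance and 2 reversed. No paired analysis was possible because only 1 condition was analysed. Taking the highest row of each gene symbol was not run, since no symbol repeats. A pseudocount of 0.1 and a minimum mean of 0.1 FPKM cannot change the number of genes over 2-fold, leaving out the third library cannot change the correlation of a pair, and 3 named genes are listed at 0 in every library. These comparisons, 2 of main results and 18 of others, test nothing and are not counted.

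Rescaling to a sum of 1000000 lowered *Tbx3* to 44.3 and the endothelial median to 267, and raised the share of kidney-enriched genes below 1 to 88.0%. This divides by sums that short noncoding genes dominate. Leaving out 1 library gave endothelial medians from 358 to 385 FPKM, *Tbx3* from 55.1 to 68.3 FPKM, and from 600 genes over 2-fold without S52 to 1741 without S44. Among genes with a mean of at least 10 FPKM, 548 were over 2-fold, by construction a smaller set (this minimum was not applied to the correlations). At 10 FPKM, 6269 genes were detected.

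The share of kidney-enriched genes below the threshold was 47.1% at 0.1 FPKM, 71.1% at 0.5, 93.2% at 3 and 97.5% at 10 FPKM, as the threshold sets it, 88.6% with the threshold in every library, 75.2% for all genes of the sheet and 89.1% for those with an adjusted p-value below 0.01. For transporters the difference lost significance in Fisher's exact test with rescaling (95.4%, p = 0.0525), at 3 FPKM (98.5%, p = 0.0926), at 10 FPKM (100%, p = 0.365), where only 8 genes reach the threshold, and with the threshold in every library (95.4%, p = 0.0779). Apart from the 10 FPKM threshold, the cause was not tested. The other-organ rho stayed between 0.545 and 0.743.

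With markers listed for 1 kidney cluster only, 2 of the 7 clusters differed from random lists, against 7. GC (5.19) and Progenitor (5.41) changed direction, so those results rest on markers shared between clusters. Depth limits genes near 0: below 3 fragments a value of 0 and low expression look alike.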

Differences from the paper's values

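The paper gives 1 value that was also computed. Its text reports 283 genes upregulated in the adult kidney, and its own sheet holds 327 genes past the thresholds of its methods, less than 1.5 times apart. The sheet holds no gene with a log2 fold change below 2.00. Genes between the threshold of 1 and 2.00 could therefore not be counted. All genes of the sheet, 532, and those with an adjusted p-value below 0.01, 177, lie further from the paper's 283. Both are alternatives set before the data were examined.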

Other observations

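The tests on short genes, on *Rps27*, on the source of *Tbx3* and on nephron transcripts were chosen only after the results were seen. All libraries are of 1 condition, so no biological explanation was tested for any pattern in this part.

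The 10 highest means in the table all belong to short noncoding genes. *Snord37* was at 396097 FPKM in S44 and was listed at 0 in S38 and S52, and *Mir3064* was at 99242 FPKM in S38 and 95930 FPKM in S44 and was listed at 0 in S52. Among genes under 200 bp with a mean of at least 10 FPKM, 92 of 117 (78.6%) were listed at 0 in at least 1 library, against 2 of 5521 genes over 1000 bp (0.0362%). The values of very short genes thus varied strongly between libraries. Division by gene length raises them, but at the estimated depths it alone would not reach values such as that of *Snord37* from few fragments. The rest of the cause is open. Apart from short noncoding genes, the highest were *B2m* at 6289 ± 496 FPKM, *Tmsb4x* at 3615 ± 1004 FPKM and *Eef1a1* at 3058 ± 742 FPKM (SD, n = 3 for each).

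*Rps27* was at 11.2 ± 1.81 FPKM (SD, n = 3), below all 28 other Rps genes tested, whose median was 690 FPKM and whose lowest was at 33.1 FPKM. Its near-identical copy *Rps27rt* was at 2269 ± 194 FPKM (SD, n = 3). Of 324 windows of read length in the *Rps27rt* transcript, 91.0% also occur in an *Rps27* transcript. A candidate explanation is that shared reads were assigned to the copy, so the value of either gene is uncertain.

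Whether other cells could account for *Tbx3* in the lung fraction was asked of the same tables. The fibroblast genes *Col1a1*, *Col1a2*, *Dcn* and *Col3a1* had a median of 9.27 FPKM, below *Tbx3* at 60.1 FPKM, which argues against fibroblasts as its whole source. Other fibroblast genes of the second list go with fibroblast material in the fraction, *Inmt* at 416 FPKM, above *Tbx3*, and *Tcf21* at 13.4 FPKM, so a part of *Tbx3* from fibroblasts stays open. For alveolar epithelial cells, *Tbx3* in S52 was at -0.68 to S38 and -0.60 to S44 on the log2(FPKM + 1) scale. The median of either alveolar type 2 list fell further. The least affected gene of the second list, *Abca3*, fell about as much as *Tbx3*, at -0.61 and -0.65. The endothelial gene *Kdr* was also lowest in S52 and *Emcn* highest, so a comparison resting on 1 library cannot decide it. Expression by the ECs and by alveolar epithelial cells cannot be told apart here.

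All 8 genes of the nephron epithelial list, among them *Umod*, *Lrp2* and *Nphs1*, are in the paper's adult kidney table, and their median in lung ECs was 0.039 FPKM, with 0.056 without S52, 0.029 without S44 and 0 without S38. RNA of nephron epithelial cells in the sorted kidney fraction, the explanation of nephron epithelial transcripts in the paper's table, might add such genes to the kidney-enriched list. The count of 8 cannot decide it, because the list was written with the paper's table readable and no kidney library was analysed here. Only 33 of the 327 kidney-enriched genes are in the paper's single-cell cluster lists.

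The remaining lists gave these medians. The lymphatic list was at 14.4 FPKM in S38, 14.0 FPKM in S44 and 1.85 FPKM in S52 (overall 9.50 FPKM, 1 of 6 genes in the kidney EC cluster lists), with *Pdpn* and *Prox1* highest in S52 and the others lowest. *Lyve1* in it was at 509 ± 107 FPKM (SD, n = 3), while *Prox1* was at 0.301 ± 0.258 FPKM (SD, n = 3). The alveolar type 1 list was at 27.3 FPKM overall and at 26.9, 20.5 and 34.6 FPKM. Its genes went both ways, *Hopx* and *Aqp5* being lowest and *Ager* and *Rtkn2* highest in S52, so the median gives no direction. The leukocyte list was at 8.70, 7.32 and 0.638 FPKM (overall 6.39 FPKM). The erythroid list, with 4 of its 5 genes in the table, was at 102, 227 and 1.79 FPKM (overall 127 FPKM, and 60.5 FPKM without S44). The low median in S52 comes from *Hbb-bs* and *Hba-a2*, at 0.0032 and 0.016 FPKM there. Both are under the limit of 0.0477 FPKM that a count of 0 allows in S52 for a gene of 2000 bp. *Hba-a1* was at 147, 147 and 91.0 FPKM and *Alas2* at 4.37, 13.9 and 3.56 FPKM. Whether reads were shared between globin genes was not tested, so the median in S52 is not a measure of erythroid RNA. The mesothelial list was at 0.945 and 2.91 FPKM in S38 and S44 with both genes listed at 0 in S52 (overall 1.29 FPKM, and 0.473 FPKM without S44). The mural list was at 8.92 FPKM overall. None of the alveolar type 1, leukocyte, erythroid, mesothelial or mural genes is in the kidney EC cluster lists, against 4 of the 5 lung capillary and all 10 endothelial genes. The X and Y linked list, with 2 of 5 genes in the kidney EC cluster lists, had a median of 7.27 FPKM, with *Ddx3y* at 30.4 ± 2.61 FPKM (SD, n = 3) and *Xist* at 0.0030 FPKM in S38 and listed at 0 in S44 and S52. The mice were male.

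Marker genes of the kidney EC clusters were looked up in lung ECs. Between 96.9% and 99.2% of each cluster's list was at 1 FPKM or above. The median log2(FPKM + 1) was 6.50 for PTC markers, 6.16 for AVR&V, 5.97 for EA, 5.90 for GC, 5.74 for DVR, 5.39 for Progenitor and 5.19 for AA&LA, against 5.55 to 5.56 for random lists. In the permutation test against random lists, 5 clusters had the smallest p of 0.0002 that the 10000 draws can give (adjusted p = 0.00028), with an adjusted p of 0.0093 for Progenitor and 0.030 for DVR. With markers listed for 1 cluster only, PTC (6.14) and AA&LA (4.74) kept their direction at an adjusted p of 0.0014, and the other clusters ranged from an adjusted p of 0.276 to 0.767. The lists overlap, so only the higher PTC and lower AA&LA levels hold without shared markers.

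Of the genes of Fig. 3a and Fig. 3d, 24 in all, 18 had a mean of at least 1 FPKM in lung ECs. *Aqp1* was at 2018 ± 284 FPKM, *Plvap* at 941 ± 114 FPKM and *Ace* at 788 ± 55.0 FPKM (SD, n = 3 for each), while the GC genes *Ehd3* and *Sema5a* were at 6.45 ± 0.892 and 2.47 ± 0.18 FPKM (SD, n = 3 for each). *Scn7a* was at 162, 197 and 298 FPKM in S38, S44 and S52. Genes below 1 FPKM included *Gata5*, *Kcnj5*, *Slc14a1*, *Scin* and *Slco4a1*, the last listed at 0 in S38 and S52.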
